# Left Ventricular Systolic Dysfunction in NBCe1-B/C-Knockout Mice

**DOI:** 10.3390/ijms25179610

**Published:** 2024-09-05

**Authors:** Clayton T. Brady, Aniko Marshall, Lisa A. Eagler, Thomas M. Pon, Michael E. Duffey, Brian R. Weil, Jennifer K. Lang, Mark D. Parker

**Keywords:** NBCe1, acid–base, pRTA, heart failure, contractility, calcium

## Abstract

Congenital proximal renal tubular acidosis (pRTA) is a rare systemic disease caused by mutations in the *SLC4A4* gene that encodes the electrogenic sodium bicarbonate cotransporter, NBCe1. The major NBCe1 protein variants are designated NBCe1-A, NBCe1-B, and NBCe1-C. NBCe1-A expression is kidney-specific, NBCe1-B is broadly expressed and is the only NBCe1 variant expressed in the heart, and NBCe1-C is a splice variant of NBCe1-B that is expressed in the brain. No cardiac manifestations have been reported from patients with pRTA, but studies in adult rats with virally induced reduction in cardiac NBCe1-B expression indicate that NBCe1-B loss leads to cardiac hypertrophy and prolonged QT intervals in rodents. NBCe1-null mice die shortly after weaning, so the consequence of congenital, global NBCe1 loss on the heart is unknown. To circumvent this issue, we characterized the cardiac function of NBCe1-B/C-null (KO_b/c_) mice that survive up to 2 months of age and which, due to the uninterrupted expression of NBCe1-A, do not exhibit the confounding acidemia of the globally null mice. In contrast to the viral knockdown model, cardiac hypertrophy was not present in KO_b/c_ mice as assessed by heart-weight-to-body-weight ratios and cardiomyocyte cross-sectional area. However, echocardiographic analysis revealed reduced left ventricular ejection fraction, and intraventricular pressure–volume measurements demonstrated reduced load-independent contractility. We also observed increased QT length variation in KO_b/c_ mice. Finally, using the calcium indicator Fura-2 AM, we observed a significant reduction in the amplitude of Ca^2+^ transients in paced KO_b/c_ cardiomyocytes. These data indicate that congenital, global absence of NBCe1-B/C leads to impaired cardiac contractility and increased QT length variation in juvenile mice. It remains to be determined whether the cardiac phenotype in KO_b/c_ mice is influenced by the absence of NBCe1-B/C from neuronal and endocrine tissues.

## 1. Introduction

Congenital proximal renal tubular acidosis (pRTA) is a rare, systemic disease characterized by severe acidemia resulting from impaired proximal tubule bicarbonate (HCO_3_^−^) transport. In addition to low plasma pH and [HCO_3_^−^], the 20 pRTA case reports to date describe several other disease features such as growth retardation, ocular pathologies (band keratopathy, cataracts, and glaucoma), dental abnormalities, intellectual impairment, bilateral basal ganglia calcification, epilepsy, migraines, and muscle weakness [1,2,3,4,5,6,7,8,9,10,11,12,13,14,15,16,17,18,19,20]. In these reports, various mutations in the *SLC4A4* gene, which encodes the electrogenic sodium/bicarbonate (Na^+^/2HCO_3_^−^) cotransporter (NBCe1), were determined to cause congenital pRTA. Notably, *SLC4A4* expresses three major variants of NBCe1 designated A–C (Figure 1: reviewed in [21]). NBCe1-A is only expressed in the kidney proximal tubule, and it is the loss of NBCe1-A that is largely responsible for the severe urinary HCO_3_^−^ wasting and acidemia characteristic of congenital pRTA [22,23]. NBCe1-B, while being a minor renal variant, is the major extrarenal variant with expression in cells of the pancreas, intestine, bone, brain, and heart [23,24,25]. Finally, NBCe1-C expression has only been reported in the brains of rats [26], whereas no NBCe1-C transcripts or protein expression has been detected in human tissue [27], and its relevance is currently unknown.

The identification of *SLC4A4* mutations as the cause of congenital pRTA has prompted the development of several mouse models that have advanced our understanding of the underlying pathologies associated with congenital pRTA and highlighted the importance of NBCe1. Among these include the total-NBCe1-knockout mouse (KO_total_) [28], the NBCe1-A-specific-knockout mouse (KO_a_) [22], and the NBCe1-B/C-knockout mouse (KO_b/c_) [29]. There are two important findings to note from the study of these mouse models. Firstly, both KO_total_ and KO_a_ mice develop spontaneous, severe metabolic acidosis due to loss of the HCO_3_^−^ transport activity of NBCe1-A in the kidney proximal tubule. Secondly, since KO_b/c_ mice maintain kidney NBCe1-A expression, they do not develop metabolic acidosis. However, both KO_total_ and KO_b/c_ mice have similar phenotypic features (except for metabolic acidosis) including developmental defects, ocular abnormalities, enamel hypomineralization, and impacted intestines [28,29]. Moreover, both KO_total_ and KO_b/c_ mice have increased mortality (50% mortality at 12 and 35 days, respectively), whereas KO_a_ mice live into adulthood [22,28,29]. The conclusions drawn from these findings is that the organ-specific loss of NBCe1-B/C is responsible for the extrarenal phenotypic features of congenital pRTA (as opposed to the overt acidemia), and furthermore, it is the loss of NBCe1-B/C that is the major contributor to the increased mortality seen in total NBCe1 deletion. Nevertheless, the contribution of NBCe1 to the physiology of extrarenal organ systems remains understudied.

Of increasing interest is the role of NBCe1-B in cardiac physiology. In cardiomyocytes, NBCe1-B imports base into the sarcoplasm, working in conjunction with the electroneutral NBC (NBCn1) and the Na^+^/H^+^ exchanger (NHE1), to neutralize intracellular acids and maintain intracellular pH balance (reviewed in [30]). However, compared to the 1Na^+^:1(H^+^ or HCO_3_^−^) transport stoichiometry of NBCn1 and NHE1, NBCe1-B imports the equivalent of two HCO_3_^−^ ions (actually one CO_3_^=^ ion [31]) per single Na^+^ ion. Thus, NBCe1 imports half as many Na^+^ ions per base equivalent compared to NBCn1 or NHE1. This difference in stoichiometry has led to the description of NBCe1-B as “Na^+^ sparing” [30]. Consequently, a reduction in NBCe1-B expression/activity, with compensatory upregulation of NHE1 and/or NBCn1 activity [32,33], is hypothesized to cause an increased intracellular Na^+^ load that impairs the Ca^2+^-extrusion activity of the Na^+^/Ca^2+^ exchanger (NCX1), resulting in Ca^2+^-mediated hypertrophic growth, electrophysiologic disruption, and/or functional changes [30]. Indeed, reduction in cardiac NBCe1-B expression via virally induced inhibition in adult rats led to cardiac hypertrophy [32]. In addition, reduced cardiac NBCe1-B expression resulted in increased QT interval duration, which correlated with prolongation of the action potential duration (APD) in isolated rat cardiomyocytes [32]. Finally, in the spontaneously hypertensive rat model of pre-existing cardiac hypertrophy, NBCe1-B activity was reduced, whereas NBCn1 activity was upregulated; an effect found to be mediated by angiotensin II signaling [33], overall supporting the hypothesis that the loss of NBCe1-B leads to cardiac dysfunction.

However, despite the growing evidence supporting the importance NBCe1-B in cardiac physiology, no cardiac manifestations have been described in case reports of congenital pRTA patients, and no phenotypes have been linked to individuals with homozygous NBCe1-B/C-specific nucleotide changes [1,2,3,4,5,6,7,8,9,10,11,12,13,14,15,16,17,18,19,20]. The extent to which this may be explained by a high perinatal mortality has never been addressed. Thus, the effect of congenital absence of cardiac NBCe1-B remains unclear. While congenital pRTA is an exceedingly rare disease, heart failure with reduced ejection fraction (i.e., systolic dysfunction) is a significant cause of morbidity and mortality in the United States with an estimated >3 million adults effected [34], underscoring the need for novel therapeutics to abate the development and progression of heart failure. Therefore, understanding the underlying molecular mechanisms of systolic dysfunction is a valuable target.

Accordingly, the major aim of this study is to characterize the cardiac function of the KO_b/c_ mouse, which is uniquely suited for investigation of the effect of congenital, global NBCe1-B loss without the confounding effect of metabolic acidosis seen in KO_total_ mice. To this end, we assessed the cardiac function of 4–5-week-old wild-type (WT) and KO_b/c_ mice using echocardiography, intraventricular admittance catheter-derived pressure–volume analysis, and electrocardiography (ECG). We additionally performed histological examination of hearts for evidence of hypertrophy. Finally, we assessed the effect of NBCe1-B absence on [Ca^2+^]_i_ dynamics using quantitative high-speed fluorescent recordings of paced Fura-2 AM-loaded cardiomyocytes isolated from WT and KO_b/c_ hearts.

## 2. Results

### 2.1. Reduced Ejection Fraction with Diminished Systolic Function in KO_b/c_ Mice

Echocardiography was used to assess cardiac function in WT and KO_b/c_ mice while under isoflurane anesthesia, with representative M-mode images obtained in WT and KO_b/c_ mice shown in Figure 2A. The heart rate of each mouse was maintained between ~400–500 BPM via titration of isoflurane (WT: 449 ± 10 BPM, KO_b/c_: 438 ± 7 BPM, *p* = 0.450, n = 14 and 11, respectively). The left ventricle internal diameters during diastole and systole (LVIDd and LVIDs) were both significantly greater in KO_b/c_ mice (LVIDd–WT: 3.0 ± 0.1 mm, KO_b/c_: 3.7 ± 0.2. mm, *p* = 0.010, n = 13 and 11, respectively; LVIDs–WT: 1.9 ± 0.1 mm, KO_b/c_: 2.8 ± 0.2 mm, *p* = 0.001, n = 13 and 11; Figure 2C). Using the LVIDd and LVIDs to calculate the end-diastolic volume (EDV) and the end-systolic volume (ESV), we further determined that the EDV and ESV were significantly greater in KO_b/c_ mice (EDV–WT: 38 ± 4 µL, KO_b/c_: 59 ± 6 µL, *p* = 0.011, n = 13 and 11, respectively; ESV–WT: 13 ± 2 µL, KO_b/c_: 30 ± 5 µL, *p* = 0.003, n = 13 and 11, respectively; Figure 2D). However, there was no significant difference in stroke volume between WT and KO_b/c_ mice (WT: 25 ± 2 µL, KO_b/c_: 27 ± 3 µL, *p* = 0.442, n = 13 and 10, respectively; Figure 2E). Finally, the fractional shortening (FS) and the ejection fraction (EF) were significantly reduced in KO_b/c_ mice (FS–WT: 38 ± 2%, KO_b/c_: 26 ± 2%, *p* = 0.001, n = 13 and 10, respectively; EF–WT: 67 ± 2%, KO_b/c_: 52 ± 4%, *p* = 0.003, n = 12 and 10, respectively; Figure 2F,G).

To assess for possible structural abnormalities between WT and KO_b/c_ mice, we measured the width of the left ventricular anterior and posterior walls during diastole and during systole using M-mode echocardiography (Figure 3A–D). During diastole, there was no significant difference between the width of the left ventricular anterior or posterior walls (anterior wall width diastole—WT: 0.56 ± 0.03 mm, KO_b/c_: 0.57 ± 0.02 mm, *p* = 0.770, n = 13 and 11, respectively; posterior wall width diastole—WT: 0.68 ± 0.04 mm, KO_b/c_: 0.68 ± 0.04 mm, *p* = 0.935, n = 13 and 12, respectively; Figure 3A,B). Similarly, during systole, there was no significant difference between the width of the left ventricular anterior or posterior walls (anterior wall width systole—WT: 0.98 ± 0.03 mm, KO_b/c_: 0.85 ± 0.05 mm, *p* = 0.053, n = 14 and 11, respectively; posterior wall width systole—WT: 0.85 ± 0.06 mm, KO_b/c_: 1.02 ± 0.10 mm, *p* = 0.173, n = 13 and 12, respectively; Figure 3C,D). Additionally, we compared the blood pressure between WT and KO_b/c_ mice (Figure 3E) and found no significant difference between systolic pressure (WT: 121 ± 5 mmHg, KO_b/c_: 132 ± 7 mmHg, *p* = 0.214, n = 11 and 7, respectively), diastolic pressure (WT: 97 ± 5 mmHg, KO_b/c_: 102 ± 8 mmHg, *p* = 0.543, n = 11 and 7, respectively), or mean arterial pressure (WT: 105 ± 4 mmHg, KO_b/c_: 112 ± 7 mmHg, *p* = 0.401, n = 11 and 7, respectively). Together, these data suggest that the reduced ejection fraction observed in KO_b/c_ mice is not attributable to structural changes or increased systemic vascular resistance.

Next, we assessed systolic and diastolic function of WT and KO_b/c_ mice by obtaining left intraventricular pressure–volume (PV) measurements. Figure 4 presents the results of baseline PV measurements (i.e., load-dependent parameters). We found no significant difference between baseline left ventricular end-systolic or end-diastolic pressures of WT and KO_b/c_ mice (baseline end-systolic pressure—WT: 51 ± 7 mmHg, KO_b/c_: 61 ± 3 mmHg, *p* = 0.277, n = 13 and 14, respectively; baseline end-diastolic pressure—WT: 0 ± 1 mmHg, KO_b/c_: 2 ± 1 mmHg, *p* = 0.264, n = 14 for both groups; Figure 4A,B). Similarly, we found no significant difference in the dP/dt maximum or minimum (load-dependent measures of systole and diastole, respectively) between WT and KO_b/c_ mice (dP/dt maximum—WT: 5604 ± 220 mmHg/s, KO_b/c_: 5030 ± 434 mmHg/s, *p* = 0.260, n = 13 and 14, respectively; dP/dt minimum—WT: −4546 ± 228 mmHg/s, KO_b/c_: −4503 ± 346 mmHg/s, *p* = 0.918, n = 14 for both groups; Figure 4C,D).

However, because of the invasive nature and depth of anesthesia required during this experiment (necessitating the lack of pedal reflex in individual mice), KO_b/c_ mice had a significantly lower heart rate than WT mice (WT: 412 ± 9 BPM, KO_b/c_: 356 ± 10 BPM, *p* < 0.001, n = 13 and 14, respectively). Since a slower heart rate leads to greater diastolic filling (preload) and can impact load-dependent cardiac parameters (such as those reported in Figure 4), we next compared load-independent parameters between WT and KO_b/c_ mice. Specifically, inferior vena cava (IVC) occlusion was used as a preload reduction maneuver to assess load-independent parameters of contraction and relaxation (the slopes of the end-systolic pressure–volume relationship [ESPVR] and the end-diastolic pressure–volume relationship [EDPVR], respectively).

Figure 5A,B illustrate representative PV loops obtained in WT and KO_b/c_ mice during IVC occlusion. Here, we observed a significant reduction in the slope of the ESPVR in KO_b/c_ mice (WT: 6.0 ± 0.6 mmHg/µL, KO_b/c_: 3.9 ± 0.3 mmHg/µL, *p* = 0.003, n = 13 and 14, respectively; Figure 6C), whereas there was no significant difference from WT mice in the slope of the EDPVR (WT: 0.18 ± 0.07 mmHg/µL, KO_b/c_: 0.25 ± 0.04 mmHg/µL, *p* = 0.097, n = 12 and 15, respectively; Figure 5D). Since the animals used to produce the data in Figure 5 were the same as those used to produce the data in Figure 4—and thus the KO_b/c_ mice have a slower heart rate in both data sets—we confirmed that this difference in heart rate did not account for the observed reduction in KO_b/c_ ESPVR by plotting the ESPVR against heart rate for individual mice (Figure 5E). For example, we can see that KO_b/c_ mice with the lowest heart rates (left on the *x*-axis) have some of the highest ESPVR values among the KO_b/c_ group, thus supporting the idea that the reduced ESPVR in KO_b/c_ mice is not attributable to their overall slower heart rate. Overall, the data presented in Figure 5 indicate that KO_b/c_ mice have diminished left ventricular load-independent contractility.

### 2.2. KO_b/c_ Hearts Are Not Hypertrophic at 4–5 Weeks of Age

To assess for hypertrophy in KO_b/c_ mice, we compared WT and KO_b/c_ heart-weight-to-body-weight ratios (HW/BW) and the cross-sectional area of cardiomyocytes within H&E-stained heart sections. Figure 6A shows representative tiled images and higher-magnification regions of interest taken of WT and KO_b/c_ H&E-stained heart sections. There was no significant difference between the HW/BW ratio of WT and KO_b/c_ mice (WT: 4.48 ± 0.07 mg/g, KO_b/c_: 4.53 ± 0.10 mg/g, *p* = 0.680, n = 16 and 18, respectively; Figure 6B). Additionally, we assessed the size of individual cardiomyocytes by measuring the cross-sectional area of 25–29 cardiomyocytes around the left ventricle from individual mice, with the average cardiomyocyte area for each individual mouse shown in Figure 6C. We found no significant difference between WT and KO_b/c_ cardiomyocyte area (WT: 154 ± 6 µm^2^, KO_b/c_: 166 ± 9 µm^2^, *p* = 0.243, n = 13 and 10, respectively). Together, these results suggest that cardiac hypertrophy is not present in 4–5-week-old KO_b/c_ mice.

### 2.3. KO_b/c_ Mice Have No Difference in QT Length but Have Increased QT Length Variation

To test the hypothesis that the absence of NBCe1-B prolongs the QT interval, 30 s ECGs were recorded in anesthetized WT and KO_b/c_ mice while heart rates were maintained between ~350–500 BPM via titration of isoflurane (WT: 430 ± 13 BPM, KO_b/c_: 410 ± 9 BPM, *p* = 0.228, n = 13 and 11, respectively; Figure 7C). The QT interval was then calculated from an averaged ECG cycle calculated across the 30 s Lead-I recordings for each mouse. As an example, Figure 7A,B illustrate an averaged ECG cycle (black line) across a 5 s segment of Lead-I recordings from WT and KO_b/c_ mice (underlying grey lines represent an overlay of all the individual cycles in the 5 s traces shown below). We found no significant difference in QT interval length between WT and KO_b/c_ mice (WT: 27.8 ± 0.9 ms, KO_b/c_: 27.7 ± 0.8 ms, *p* = 0.937, n = 13 and 11, respectively; Figure 7D). However, we also assessed QT length variation by calculating the coefficient of variation (SD/mean) across 5 s intervals from a continuous 30 s ECG trace (i.e., 6 × 5 s intervals). Using this method, we found that the QT length variation in individual KO_b/c_ mice was significantly greater than that of WT mice (WT: 0.050 ± 0.005, KO_b/c_: 0.083 ± 0.007, *p* < 0.001, n = 13 and 11, respectively; Figure 7E).

### 2.4. Cardiomyocytes from KO_b/c_ Mice Have Diminished Ca^2+^-Transient Amplitude

We tested the effect of congenital NBCe1-B absence on cardiomyocyte Ca^2+^ dynamics by measuring Ca^2+^ transients in freshly isolated cardiomyocytes from WT and KO_b/c_ mice loaded with Fura-2 AM and paced at 5 Hz. Figure 8A shows representative WT (black) and KO_b/c_ (gray) average transients obtained from individual cardiomyocytes. We found no significant difference in ‘baseline’ F_340/380_ between WT and KO_b/c_ cardiomyocytes (WT: 0.246 ± 0.009 F_340/380_, KO_b/c_: 0.225 ± 0.011 F_340/380_, *p* = 0.146, n = 9 for both groups; Figure 8B). However, we found that the F_340/380_ ‘peak amplitude’, which represents the magnitude of Ca^2+^ influx into the sarcoplasm, was significantly decreased in KO_b/c_ cardiomyocytes (WT: 0.107 ± 0.007 F_340/380_, KO_b/c_: 0.083 ± 0.008 F_340/380_, *p* = 0.034, n = 9 for both groups; Figure 8C). Similarly, peak amplitude as a percentage of the baseline (‘peak amplitude as % baseline’), a parameter that reflects the percent change in the Ca^2+^ transient from its baseline, was also significantly reduced in KO_b/c_ cardiomyocytes (WT: 43 ± 2%, KO_b/c_: 36 ± 3%, *p* = 0.040, n = 9 for both groups; Figure 8D). On the other hand, there was no significant difference in the F_340/380_ ‘time to peak’ between WT and KO_b/c_ cardiomyocytes (WT: 21 ± 1 ms, KO_b/c_: 21 ± 1 ms, *p* = 0.516, n = 9 for both groups; Figure 8E), suggesting that the kinetics of Ca^2+^ release are not impaired in KO_b/c_ cardiomyocytes. There was also no significant difference in either ‘time to 90% baseline’ (WT: 139 ± 1 ms, KO_b/c_: 139 ± 3 ms, *p* = 0.960, n = 8 and 9, respectively; Figure 8F) or in the exponential decay constant ‘tau’ (WT: 101 ± 5 ms, KO_b/c_: 108 ± 5 ms, *p* = 0.262, n = 9 for both groups; Figure 8G), both of which reflect Ca^2+^ removal from the sarcoplasm of cardiomyocytes.

## 3. Discussion

The first key finding of this study is that 4–5-week-old KO_b/c_ mice have left ventricular systolic dysfunction with reduced ejection fraction, which to our knowledge is the first demonstration of a mechanical cardiac impairment resulting from the absence of NBCe1-B. Specifically, the echocardiographic and IVC occlusion data (Figure 2 and Figure 5) together suggest that KO_b/c_ mice have a reduced ejection fraction due to a reduction in load-independent contractility. This is likely a result of a diminished systolic phase [Ca^2+^]_i_ peak within individual cardiomyocytes, as we observed a significant reduction in F_340/380_ transient peak amplitude in paced KO_b/c_ cardiomyocytes (Figure 8C,D). That is, since the contractile force generated by a cardiomyocyte is a function of the magnitude of rise in [Ca^2+^]_i_ [35], the reduction in Ca^2+^-transient amplitude within individual KO_b/c_ cardiomyocytes likely underlies the overall decrease in contractility of the KO_b/c_ heart, ultimately resulting in a reduced ejection fraction. Additionally, we found no signs of hypertrophy or impaired relaxation in KO_b/c_ mice, supporting that the impaired contractility is intrinsic to cardiomyocyte function and not a result of pathologic cardiac remodeling.

The second key finding is that while we did not observe QT interval prolongation in KO_b/c_ mice, we did find an increase in QT length variation (Figure 7D,E). This suggests that KO_b/c_ mice are at increased risk for arrhythmia, which is supported by a position statement published in the European Society of Cardiology summarizing evidence that increased QT variation is predictive of arrhythmia and sudden cardiac death [36]. Variation in QT duration at a constant heart rate is a consequence of variability in ventricular repolarization, which itself is affected by variations in the pattern of ventricular activation, conduction velocity, and/or action potential duration (APD) (reviewed in [36]). The latter is the most likely explanation for our findings in the KO_b/c_ mouse, since previous studies have demonstrated a prolonged APD in cardiomyocytes with reduced NBCe1-B expression [32,33]. However, APD is also affected by Ca^2+^, such that a spontaneous release of Ca^2+^ from the sarcoplasmic reticulum during diastole can prolong the APD [37]. Thus, a possible unifying mechanism connecting the absence of NBCe1-B to both systolic dysfunction and increased QT length variation may be the presence of a diastolic Ca^2+^ leak from the sarcoplasmic reticulum.

This possibility of a diastolic Ca^2+^ leak resulting from NBCe1-B loss is further supported by a recent study in which cardiac NBCe1-B expression was partially (~30%) reduced in adult rats using an adenoviral vector [32]. In particular, the authors report no change in stimulated Ca^2+^-transient parameters in isolated cardiomyocytes; however, the frequency of diastolic Ca^2+^ waves were increased in unstimulated cardiomyocytes, a result indicative of spontaneous sarcoplasmic reticulum Ca^2+^ release. Thus, alongside our observations in KO_b/c_ mice of reduced Ca^2+^-transient amplitude in cardiomyocytes and increased QT length variation, these results together suggest that NBCe1-B loss may lead to a diastolic sarcoplasmic reticulum Ca^2+^ leak [38,39,40,41,42,43], a hypothesis that awaits further investigation.

Important differences exist between the previous study of rats with partial reduction in cardiac NBCe1-B and this study of KO_b/c_ mice. Namely, the authors of the previous study provide evidence of cardiac hypertrophy, prolongation of the QT interval, and prolongation of the APD in isolated cardiomyocytes, resulting from the partial reduction in cardiac NBCe1-B [32]. However, no change in cardiac function was found in these rats when assessed by echocardiography [32]. Similarly, in a third study, in which Cre-Lox gene targeting was used to selectively disrupt cardiac NBCe1-B expression in mice (~70% reduction in NBCe1-B mRNA), a significant protective effect of NBCe1-B reduction was found during ischemia–reperfusion injury [44]. However, there was no change in cardiac function found when assessed by intraventricular pressure measurements.

Differences in species, age, as well as complete (this study) versus partial loss (previous studies [32,44]) of NBCe1-B expression may contribute to the differences in study results. Notably, the previous study in rats did not specify sex [32], and the previous study in mice only used males [44]. Important sex differences may exist, as previous studies demonstrate that cardiac NBCe1 activity is diminished in female rats after ovariectomy [45], suggesting that the loss of NBCe1 may play a larger role in female cardiomyocytes. Thus, it is possible that cardiac NBCe1 loss may be more detrimental to females than males. Our data were not sufficiently robust to determine whether sex was an influential factor for our observations, and thus, it remains possible that the features of the group are not reflective of the features of both sexes. Regarding the compensatory upregulation of NBCn1 and NHE1 observed by others in NBCe1 knockdown models, we did not discern a significant difference in their abundance between WT and KO_b/c_ hearts using quantitative PCR (NBCn1: 2^ΔΔCt^ = 0.98, *p* = 0.65; NHE1: 2^ΔΔCt^ = 1.03, *p* = 0.74; n = 3 females,) but cannot discount the possibility that these transporters are post-transcriptionally activated in our model. We note that, according to RNAseq (GEO repository accession GSE223324), ~1500 genes are significantly differentially expressed between WT and KO_b/c_ hearts. Thus, the mechanisms underlying the observed phenotype are likely to be complex.

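RNAseq converts the RNA of a tissue into a library of DNA fragments, which are sequenced and counted gene by gene. Here, it was performed on the hearts of 3 female KO_b/c_ mice and 3 female WT mice between 4 and 5 weeks of age. Total RNA was purified with a column kit and sequenced by a service company as paired reads on an Illumina HiSeq. The authors deposited a table of normalized counts for 16018 genes, listed by Ensembl identifier. In each of the 6 libraries, 100% of the deposited values were whole multiples of the value of 1 read, so the number of reads on each gene could be recovered. The reads counted on genes were 48437507, 42619258 and 49100802 in KO_b/c_ replicates 1, 2 and 3, and 42037397, 41508902 and 41364857 in WT replicates 1, 2 and 3, so that each KO_b/c_ library was deeper than each WT library. The divisors with which the authors had scaled the libraries ran from 0.962 to 1.128 and were equal to those that the median-of-ratios method of DESeq2 gives on the recovered reads. The lowest mean over the 6 libraries was 9.89 normalized counts, so genes with few reads had been left out of the table. The paper's text does not name the trimming, the aligner, the genome build, the annotation, the treatment of strand and of reads shared between similar genes, or the test for differential expression. From the deposited values onward, log2(normalized count + 1) was compared between the genotypes with limma, with a variance trend and Benjamini-Hochberg adjustment, two-sided, over the 16016 genes with a mean of at least 10 normalized counts. Fold changes are on this log2 scale, which understates the change of genes with low counts. The choice of count model, the scaling between libraries and the inclusion of each library are the steps that could change the numbers, along with a dependence on transcript length: across genes, which are not independent replicates, the log2 fold change correlated with the length of the longest annotated transcript (Spearman's rho = 0.45).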

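The targeted gene, *Slc4a4* (ENSMUSG00000060961), lies on chromosome 5 of GRCm38 from 88886818 to 89239653 in the GENCODE M21 annotation. Its normalized count was 264, 944.8 and 268.7 in the libraries labelled KO_b/c_ replicates 1, 2 and 3, and 675.1, 822.2 and 788.8 in WT replicates 1, 2 and 3. The library labelled KO_b/c_ replicate 2 was thus above each WT library. The log2 fold change of *Slc4a4* was -0.90 (standard error 0.42, adjusted p = 0.239 from limma with Benjamini-Hochberg adjustment), and an exact two-sided permutation test of the 6 values gave p = 0.4, where 0.1 is the smallest p that 3 mice against 3 allow. With each library left out in turn, the log2 fold change lay between -1.51 and -0.59. The deposited counts are summed over the whole gene and do not separate its variants. All comparisons of KO_b/c_ with WT use the libraries as labelled, including the library labelled KO_b/c_ replicate 2.

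Of the 16016 genes tested, 0 had an adjusted p-value under 0.05 by limma with Benjamini-Hochberg adjustment. The lowest adjusted p-value was 0.0815, and 1163 genes had one under 0.1. The number under 0.1 was 0 without KO_b/c_ replicate 1, WT replicate 1 or WT replicate 3, and 3 without KO_b/c_ replicate 2. It was 934 without KO_b/c_ replicate 3 and 610 without WT replicate 2. With all libraries but no variance trend, it was 0. An unadjusted p-value under 0.05 was found for 3764 genes, where 801 would be expected if no gene differed. Of these, 2083 were higher and 1681 were lower in the libraries labelled KO_b/c_. This balance depended on the scaling, with 1259 higher and 2539 lower after rescaling to the same total, and 1917 higher and 1936 lower after quantile normalization. The normalized counts of the 3 libraries labelled KO_b/c_ were all above or all below those of the 3 WT libraries for 4833 genes, or 30.2%, where chance gives 10%. Among the alternatives that kept the adjusted threshold, those with the Wald test of DESeq2 on the recovered reads moved the count most. With its default settings, 1587 genes had an adjusted p-value under 0.05, of which 985 were higher and 602 were lower in the libraries labelled KO_b/c_. The median absolute log2 fold change of these genes was 0.35, and 19 of them had an absolute log2 fold change of at least 1, of which 2 were higher and 17 were lower. The quasi-likelihood test of edgeR on the same reads gave 0 genes, with 3837 at an unadjusted p-value under 0.05. After a correction for transcript length and GC content, chosen after the data had been seen, limma gave 0 genes and DESeq2 gave 345.

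**Figure D1:**
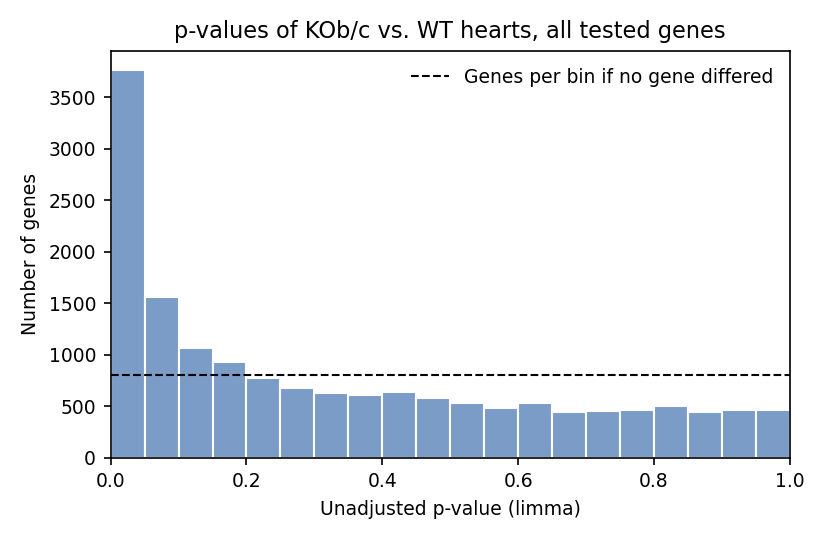
Unadjusted p-values from limma for the 16016 genes tested between KO_b/c_ and WT hearts (x-axis, bins of 0.05) and the number of genes in each bin (y-axis). The dashed line is the 801 genes per bin expected if no gene differed; the lowest bin holds 3764 genes.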

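Among the transporters that the paper relates to NBCe1-B, NBCn1 is encoded by *Slc4a7* (ENSMUSG00000021733; chromosome 14 of GRCm38, 14702279 to 14799940). Its normalized count was 825 ± 153 in KO_b/c_ and 627 ± 52.5 in WT hearts (SD, n = 3 per group), a log2 fold change of 0.38 (standard error 0.13, adjusted p = 0.137 from limma with Benjamini-Hochberg adjustment). The Na+/Ca2+ exchanger NCX1 is encoded by *Slc8a1* (ENSMUSG00000054640; chromosome 17, 81373105 to 81738377). Its normalized count was 8100 ± 1883 in KO_b/c_ and 5131 ± 375 in WT hearts (SD, n = 3 per group), a log2 fold change of 0.64 (standard error 0.14, adjusted p = 0.0815 from limma). For both genes, all 3 libraries labelled KO_b/c_ were higher than all 3 WT libraries (exact two-sided permutation test, p = 0.1), a difference that did not pass the adjustment over all genes by limma. By DESeq2, the adjusted p-value was 0.0492 for *Slc4a7* and 0.000302 for *Slc8a1*. Without independent filtering or outlier removal, DESeq2 gave an adjusted p-value of 0.0635 for *Slc4a7*. After the correction for transcript length and GC content, the log2 fold changes by limma were 0.19 for *Slc4a7* and 0.38 for *Slc8a1*, and the adjusted p-values by DESeq2 were 0.49 and 0.0707, so that neither gene passed 0.05.

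Of the control genes of the paper's PCR assays, *Gapdh* (ENSMUSG00000057666; chromosome 6, 125161715 to 125166467) had a log2 fold change of -0.05 (standard error 0.10, adjusted p = 0.832 from limma), and its groups overlapped. *Polr2a* (ENSMUSG00000005198; chromosome 11, 69733997 to 69758637), which encodes the largest subunit of RNA polymerase II, was counted at 2357 ± 135 in KO_b/c_ and 1522 ± 117 in WT hearts (SD, n = 3 per group). Its log2 fold change was 0.63 (standard error 0.08, adjusted p = 0.0815 from limma), or 0.46 after the correction for transcript length and GC content. By DESeq2, its adjusted p-value was 2.57e-07, and 0.000311 after the correction. The direction of the genes that were higher includes the library labelled KO_b/c_ replicate 2, in which *Slc4a4* was at the level of WT hearts. Without that library, the log2 fold changes of *Slc4a7*, *Slc8a1* and *Polr2a* were 0.49, 0.70 and 0.64. Without KO_b/c_ replicate 1, in which these 3 genes were highest, they were 0.24, 0.45 and 0.59. From the number of genes that differed, the paper reasons that the mechanisms behind the phenotype of KO_b/c_ hearts are likely to be complex.

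**Figure D2:**
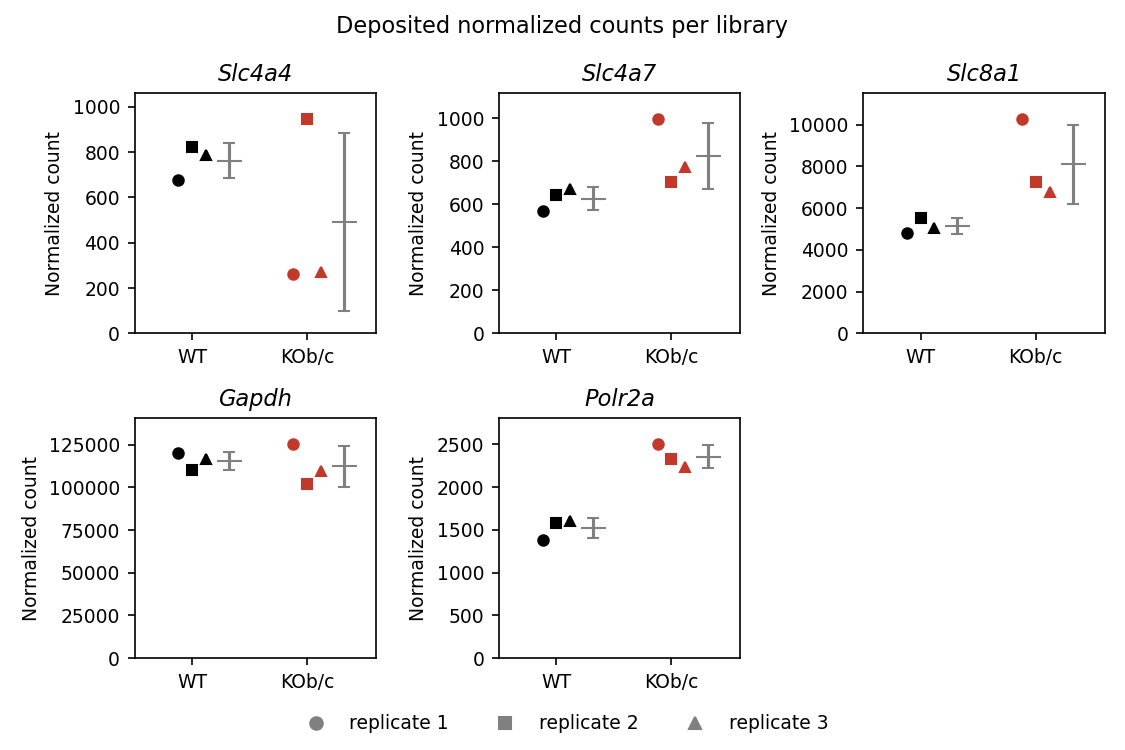
Deposited normalized counts (y-axis, linear, from 0) of 5 genes in the 3 WT and 3 KO_b/c_ libraries, by replicate number, with the mean and SD of each group in gray. In the *Slc4a4* panel, the library labelled KO_b/c_ replicate 2 sits at 944.8, above the WT libraries, and KO_b/c_ replicates 1 and 3 sit at 264 and 268.7.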

It is important to note that we were restricted to using animals between 4–5 weeks of age since the early mortality in KO_b/c_ mice (50% mortality at 5 weeks) made it impractical to use adult KO_b/c_ mice [29]. Therefore, it is possible that we observed KO_b/c_ mice at an early stage of heart failure, where there is adequate compensation such that structural changes have yet to develop. Furthermore, the small size of the mice necessitated an invasive approach to intraventricular catheterization, which restricted our ability to titrate the heart rates of WT and KO_b/c_ mice like we did for the less invasive echocardiographic and ECG assessments. Specifically, for the intraventricular catheterization experiments, anesthetic depth was determined to be reached once the pedal reflex was absent. This level of anesthesia apparently had a greater effect on this particular cohort of KO_b/c_ mice (although this was not the case in general), as we observed a significantly slower heart rate in KO_b/c_ mice during these intraventricular catheterization experiments. Intriguingly, however, despite the slower heart rate, we observed no significant difference between WT and KO_b/c_ volume-dependent parameters (Figure 4). Moreover, KO_b/c_ stroke volume was maintained (Figure 2E) at the expense of a greater EDV (Figure 2D), which all together suggests that the Frank–Starling mechanism is adequately compensating for the innate impairment in myocardial contractility.

Thus, we believe that the intrinsic reduction in KO_b/c_ cardiac contractility, due to a decreased cardiomyocyte Ca^2+^-transient amplitude, requires an elevated EDV to maintain adequate end-diastolic pressure, stroke volume, and overall cardiac output. We cannot rule out the possibility that, if KO_b/c_ mice could grow older, this compensation may start to fail, leading to greater elevations in end-diastolic volume and pressure that could lead to structural changes such as concentric and eccentric hypertrophic remodeling. However, the absence of hypertrophy (or to be clear, the absence of detectable signs of hypertrophy within the short lifespan of these mice), is unexpected only inasmuch as it is different from observation of the virally induced NBCe1-knockdown rat model [32]. As an observation in itself, it is not unusual that left ventricular dysfunction (or even heart failure) can develop without hypertrophy when the pathology is unrelated to pressure and/or volume overload.

The literature relating NBCe1 to cardiac hypertrophy is complicated. Some studies correlate pressure-induced hypertrophy with increased NBCe1 expression (e.g., [46]). Cardiac hypertrophy has not been reported in humans with NBCe1 loss. In that context, it is perhaps the observation of hypertrophy in the NBCe1-knockdown rat model, without pressure overload, which is unexpected. In that model, 28 days of virally induced NBCe1 knockdown in adult rats is consistent with an increase in frequency of spontaneous Ca^2+^ release from the SR (without a change in peak amplitude) and an increase in RNA for NBCn1 and NHE1 that could compromise NCX activity and cause a hypertrophic elevation in intracellular Ca^2+^ [32]. Those authors are careful to note that this is just a hypothesis and that the actual cause may be far more complex. In contrast, our mice lack NBCe1-B congenitally and barely survive 28 days. We report a reduced peak amplitude of Ca^2+^ release and no change in the abundance of RNA for NBCn1 or NHE1. Thus, our mice do not clearly conform to the rat model/hypothesis regarding hypertrophy. The reasons for the disparity are unknown. Evidently, these two models of NBCe1 ablation have very different cellular effects but ought not be taken as evidence that KO_b/c_ mice are resistant to hypertrophy.

In summary, we have described a phenotype of left ventricular systolic dysfunction in KO_b/c_ mice that is likely a result of diminished Ca^2+^-transient amplitude in cardiomyocytes. Additionally, the congenital absence of NBCe1-B led to increased QT length variation. Overall, this study adds to the growing body of literature in rodent models supporting the notion that alterations in acid-base transporter expression/activity can be central drivers of cardiac pathophysiology. However, it is critical to take view these observations in context: these data report the cardiac phenotype of KO_b/c_ mice rather than the effects of NBCe1-B loss from the heart. This is a crucial distinction because NBCe1-B and NBCe1-C are expressed in locations throughout the body including the central and peripheral nervous systems as well as various endocrine glands and throughout the gastrointestinal system. To assess the cardiac-specific role of NBCe1-B, confirmatory studies will need to be performed in mice with a cardiomyocyte-specific deletion of NBCe1-B. It is only in a cardiomyocyte-specific deletion model that mechanistic studies elucidating the role of NBCe1-B in the heart can be performed with full confidence that the data will not influenced by unmeasured neuronal, endocrine, or nutritional disturbances. Our data suggest that the cardiac function of individuals with NBCe1 loss ought to be carefully monitored and reported in future, both to ensure that development of heart failure is not missed and to assess the translational usefulness of our model.

## 4. Materials and Methods

### 4.1. Mice

The generation and genotyping of the KO_b/c_ mouse on a C57BL/6J background have been previously reported [29], with mice genotyped at 2 weeks of age. For this study, heterozygous parents were produced by backcrossing heterozygous mice with verified wild-type (WT) C57BL/6J mice (Jackson Laboratory, Bar Harbor, ME, USA). Heterozygous progeny (F6 to F17 generation, making them at least 99% genetically identical) were crossed to produce experimental WT and KO_b/c_ mice for this study. As previously reported, KO_b/c_ mice exhibit increased mortality (50% at 5 weeks [29]) so we were constrained to working with mice between 4–5 weeks of age in order to maximize the likelihood of survival during study. The total number of WT mice used was 38 and the total number of KO_b/c_ mice used was 37.

### 4.2. Blood Pressure

Non-invasive blood pressure measurements were taken using the CODA monitor tail-cuff system (Kent Scientific, Torrington, CT, USA). The mice were placed in a restraint that allows free access to the tail and placed on a heating pad (37 °C). The mice were left for 10 min to thermoregulate and acclimatize to the restraint before their blood pressure was taken.

### 4.3. Echocardiography

The mice were anesthetized with 1% isoflurane, and their heart rate was maintained between 300–500 BPM (beats per minute) with 0.5–1% isoflurane. The mice were kept on a warming pad (37 °C), secured in a supine position, and their chest hair was removed using calcium hydroxide cream (Nair). A 14 MHz probe (GE Vivid E9) was used to image the left ventricle in the short axis. Two-dimensional M-mode recordings of the left ventricle were obtained at the papillary muscle level and used for analysis of cardiac function. The width of the left ventricular anterior and posterior walls (LVAW and LVPW) and the left ventricular internal diameter (LVID) during systole (s) and diastole (d) were manually measured from the M-mode images. Fractional shortening (FS) was calculated as FS = [(LVIDd − LVIDs)/LVIDd] × 100%. End-systolic volume (ESV) and end-diastolic volume (EDV) were calculated from the LVIDs and LVIDd using the method established by Teichholz et al. [47,48]: ESV = 7/[2.4 + LVIDs] × [LVIDs]^3^ and EDV = 7/[2.4 + LVIDd] × [LVIDd]^3^. Stroke volume (SV) was calculated as SV = EDV − ESV. Ejection fraction was calculated as EF = SV/EDV × 100%.

### 4.4. Electrocardiogram (ECG) Recording and Analysis

The mice were anesthetized with 1% isoflurane, and their heart rate was maintained between 300–500 BPM with 0.5–1% isoflurane. The mice were kept on a warming pad and secured in a supine position on a Mouse Monitor S (Indus Instruments, Webster, TX, USA) and recorded for 30 s according to the recommended manufacturer’s settings. Voltage and time parameters from Lead I were exported to MATLAB R2020b (version 9.9.0) and analyzed using the ‘Signal Analyzer App’ from the Signal Processing Toolbox (available through MATLAB Add-On Explorer) and BioSigKit [49] (available at https://github.com/hooman650/BioSigKit; accessed on 22 March 2019) modified in-house to calculate QT intervals (code available upon request). In particular, the T-wave was identified using a modification of the method demonstrated by Zhang et al. [50]; here, the T-wave was defined as the point after the J-wave where the derivative of the average trace equals zero. This enabled reliable identification of entirely positive T-waves (i.e., those that do not return to the isoelectric baseline) as well as T-waves with a negative undershoot. QT length variation was calculated as the coefficient of variation (SD/mean) across 5 s intervals from a continuous 30 s ECG trace (i.e., 6 × 5 s intervals) from Lead I.

### 4.5. Intraventricular Admittance Catheter-Derived Pressure–Volume (PV) Analysis

The mice were anesthetized using 1% isoflurane and were maintained at a surgical plane of anesthesia (1–2% isoflurane) as assessed by the absence of pedal reflex (toe pinch). The mice were kept on warming pad (37 °C), secured in a supine position, and their chest and abdominal hair was removed using calcium hydroxide cream (Nair). The trachea was intubated using a 22 g polyethylene catheter and ventilated with room air supplemented with O_2_ (1 L/min) at a rate of 150–200 strokes/min and tidal volume of 200–500 µL using a small animal ventilator (Inspira ASV, Harvard apparatus, Holliston, MA, USA). The chest cavity was accessed by making a horizontal surgical incision below the xyphoid process, and the diaphragm was bluntly dissected to expose the heart apex. Cautery was used to minimize bleeding. A 27 g needle was used to puncture the apex of the myocardium to advance a 1.2 F microtip PV catheter (Transonic Systems, Ithaca, NY, USA) into the left ventricular cavity. PV signals were continuously recorded using an ADV500 PC conductance system (Transonic Systems) coupled to a PowerLab/8SP analog-to-digital converter (AD Instruments, Colorado Springs, CO, USA). PV loop data were analyzed using LabChart (v8, AD Instruments). To obtain load-independent measures of contractility, preload reduction was accomplished by threading silk suture around the inferior vena cava (IVC) and gently pulling up for ~5 s to briefly reduce blood flow to the right atrium (i.e., IVC occlusion). The end-systolic and end-diastolic PV relationships were assessed by fitting a linear equation to end-systolic/diastolic PV points of 5–16 cardiac cycles. Additional points from cardiac cycles that resulted in a negative slope were attributed to volume/pressure reduction impairing cardiac perfusion and were excluded.

### 4.6. Histological Analysis

The mice were euthanized by isoflurane (5%) inhalation overdose followed by cervical dislocation. Their hearts were excised and placed in a 1 M KCl solution (prepared in PBS: 46-013-CM, Corning Life Sciences, Corning, NY, USA) to arrest the heart in diastole. The hearts were sectioned into 500 µm transverse sections through the left ventricle using a metal scaffold to ensure the slices occurred in similar locations between hearts. The tissue was immediately placed in 4% paraformaldehyde for 24 h at 4 °C and then stored in a 70% ethanol solution at 4 °C until embedding. The tissue was then embedded in paraffin blocks using standard embedding procedures. Briefly, the tissue was dehydrated through incubations in 80% and 95% ethanol, 45 min each, followed by 3 changes of 100% ethanol, 1 h each. The tissue was cleared through 2 changes of xylene, 1 h each, and placed in molten paraffin overnight (H-PF, General Data, Cincinnati, OH, USA), followed by embedding in paraffin blocks. The gross heart sections were further sectioned at a thickness of 5 μm, mounted on frosted slides, and dried at 37 °C overnight. For hematoxylin and eosin staining (H&E), sections were deparaffinized, rinsed with DI water, and stained with H&E according to manufacturer’s instructions (Abcam, Waltham, MA, USA; hematoxylin ab220365, eosin ab246824). Sections were dehydrated with graded ethanol solutions and xylene and mounted for light microscopy. High-magnification (40×; Leica DM 6B upright microscope; Leica Microsystems, Deerfield, IL, USA.) images were taken around the left ventricle (5 images per section), and the cross-sectional area of 25–29 cardiomyocytes per mouse, in which the nucleus could clearly be visualized in the center of the cell, was measured using FIJI software (ImageJ; https://fiji.sc/; accessed 27 August 2019).

### 4.7. Cardiomyocyte Isolation

Cardiomyocytes were isolated from fresh heart tissue using a Langendorff-free method based on the methods described by Ackers et al. [51] and Farrugia et al. [52]. Briefly, mice were euthanized by an intraperitoneal injection of Fatal-Plus (sodium pentobarbital, 0.3 mg/g) and after reaching proper anesthetic depth (assessed by absence of pedal reflex) the thoracic cavity was opened. The descending aorta and inferior vena cava were cut, and the right ventricle was rapidly perfused with 10 mL of ice-cold EDTA buffer solution over ~3 min (in mM: 130 NaCl, 5 KCl, 0.5 NaH_2_PO_4_, 10 HEPES, 10 Glucose, 10 BDM, 10 Taurine, 5 EDTA). The ascending aorta was then clamped, and the heart was excised to a dish containing warm (37 °C) EDTA buffer, and 15 mL of pre-warmed EDTA buffer was injected into the left ventricle. The heart was then transferred to a Petri dish containing pre-warmed (37 °C) collagenase buffer (enzymes [in mg/mL: 0.5 Collagenase II, 0.5 Collagenase IV, 0.05 Protease XIV; Worthington Biochemical] prepared in magnesium buffer [in mM: 130 NaCl, 5 KCl, 0.5 NaH_2_PO_4_, 10 HEPES, 10 Glucose, 10 BDM, 10 Taurine, 1 MgCl_2_]), and the left ventricle was perfused with 25–40 mL of pre-warmed collagenase buffer until digested. The left ventricle was separated and moved to a new dish of pre-warmed collagenase buffer and teased apart to release individual cardiomyocytes. The cell suspension was then incubated in 5 mL of collagenase buffer for 5 min at 37 °C, gently mixed, and incubated for another 5 min before filtering with 100 µm mesh into 5 mL of 5% fetal bovine solution (FBS, Thermo Fisher Scientific, Grand Island, NY, USA; prepared in magnesium buffer) in order to stop the digestion. The cell suspension was then centrifuged at 51 G for 2 min to loosely pellet the cells and then resuspended in 10 mL of fresh 5% FBS. Reintroduction of Ca^2+^ took place over 4 changes of supernatant each with a 10 min incubation (pelleting cells in between each change), increasing the [Ca^2+^] with each change (in mM: 0.07, 0.27, 0.68, 1.35) resulting in a final [Ca^2+^] of 1.35 mM. The Ca^2+^ reintroduction solutions were prepared by diluting Ca^2+^-containing HCO_3_^−^ buffer (in mM: 118 NaCl, 5 KCl, 10 Glucose, 5 HEPES, 20 NaHCO_3_^−^, 0.8 MgCl_2_, 1.35 CaCl_2_, 1.2 MgSO_4_; aerated with 5% CO_2_, 21% O_2_, and 74% N_2_, pH 7.4) with magnesium buffer to obtain the correct [Ca^2+^].

### 4.8. Ca^2+^ Transient Recordings and Analysis

A total of 5 µL of Pluronic F-127 (20% *w/v* prepared in DMSO; ThermoFisher, P6867) and 1 µL Fura-2 AM (1 mM prepared in DMSO; Abcam, ab120873) were added to a 1 mL aliquot of the cell suspension, leading to final concentrations of 0.1% and 1 µM, respectively, and incubated for 20 min protected from light. The cells were then loaded into a perfusion chamber (IonOptix, Westwood, MA, USA) and perfused with the Ca^2+^-containing HCO_3_^−^ buffer at 3 mL/min maintained at 30 °C. The cells were perfused for 10 min to allow for desertification of the Fura-2 AM before the start of the experiment. The cardiomyocytes were stimulated using platinum wires positioned on opposite sides of the chamber with a 4 ms positive waveform at a frequency of 5 Hz using the MyoPacer stimulator (IonOptix). The voltage was adjusted until ~50% of the cell field was contracting, generally between 10–20 V. Evoked Ca^2+^ transients were recorded using a dual-excitation spectrophotometer (IonOptix). Specifically, the 510 nm emission at alternating excitation wavelengths of 340 nm and 380 nm was recorded in individual cardiomyocytes for ~60 s followed by ~20 s focused on an empty field of view to record the background. The recording sampling frequency was set to 250 Hz. The background was subtracted from the 340 nm and 380 nm emission recordings, and the resulting 340/380 ratio (F_340/380_) waveform was analyzed using IonWizard software (IonOptix, version 7.3.0). For each cell, the F_340/380_ waveform was averaged into a single transient for analysis (~100 individual transients).

### 4.9. Real-Time PCR

Hearts from female WT and KO_b/c_ mice (n = 3 per group) were excised and stored in RNAlater (Thermo Fisher Scientific) until homogenization and RNA purification using the RNeasy Micro Kit (Qiagen, Germantown, MD, USA). Resulting total-RNA was quantified using a Nanodrop 2000 (ThermoFisher). Real-time PCR was performed according to the manufacturers’ recommendations using PrimePCR SYBR green assays (BioRad, Hercules, CA, USA) for mouse NBCn1 (*Slc4a7*: qMmuCID0021763), NHE1 (*Slc9a1*: qMmuCID0010387) and the control genes *Gapdh* (assay qMmuCED0027497) and *Pol2ra* (assay qMmuCID0005230). NBCn1 and NHE1 transcript abundance was normalized for the combined average abundance of Gapdh and Pol2ra [53] using the Livak equation.4.10. Statistical Analysis

The results are presented as mean ± SEM, with *n* referring to the number of animals studied. After exploratory data collection to n = 6 for each experiment, the ultimate sample size required for 80% power and a significance threshold of α = 0.05 for the difference between means and their common standard deviation was guided using an online calculator hosted by the University of British Columbia (StatSpace, https://www.stat.ubc.ca/~rollin/stats/ssize/n2.html, accessed 1 September 2019). Outliers for any individual parameter were defined a priori as any point >2 standard deviations from the mean and were excluded from analysis (amounting to no more than 2 data points excluded per group). The number (*n*) of outliers for any given parameter is reported in the appropriate figure legend. In all the analyses, the threshold of *p* < 0.05 was used to determine statistical significance. Normality of the data was tested in GraphPad (v9.0) using the D’Agostino–Pearson omnibus test. Statistical significance between WT and KO_b/c_ groups was calculated using Student’s *T*-test (2-tailed). For cell-based studies (Figure 6C and Figure 8), we performed hierarchical statistical analyses (nested *T*-tests) to account for inter-subject variability and dependence between samples. Due to the low fertility and high mortality of KO_b/c_ mice, we were obliged to use male and female mice non-discriminately throughout this study based on availability at the time of each experiment. As a consequence, we find that our data are not sufficiently robust to assess the importance of sex as a biological variable [54]. All the analyses were performed in Microsoft Excel, Prism GraphPad version 9, G × Power (http://www.gpower.hhu.de, accessed 25 July 2024), or IBM SPSS (v29). The figures were prepared using Microsoft PowerPoint v2408, Microsoft Excel v2408, Prism GraphPad version 9, and BioRender.com.

## Figures and Tables

**Figure 1:**
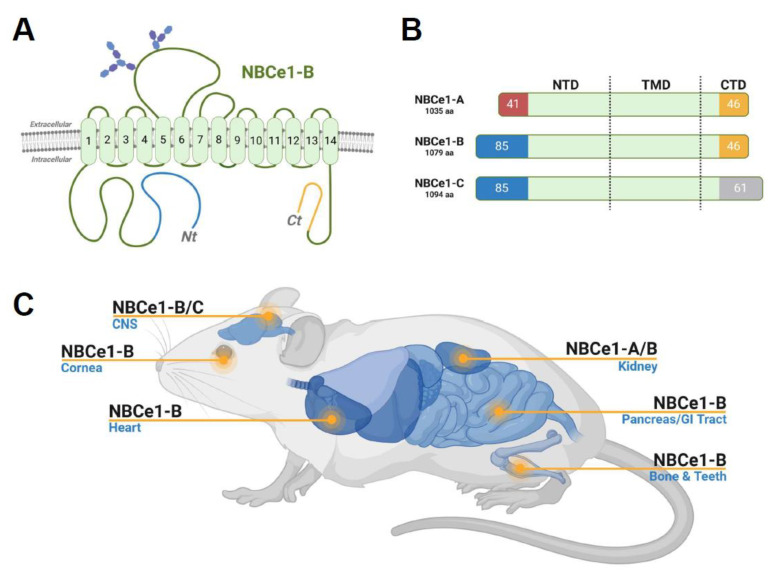
Structure and expression of NBCe1 major isoforms. (**A**) An illustration of NBCe1-B protein topology. All NBCe1 isoforms have 14 transmembrane spans (TM1–14), with soluble N-terminal and C-terminal (Nt and Ct) domains located within the cytoplasm. A glycosylated extracellular loop joins TMs 5 and 6. (**B**) An illustration of sequence differences between NBCe1 isoforms. Due to an alternative upstream promoter that controls NBCe1-B translation, there is a different 85-amino acid (aa) Nt sequence in NBCe1-B (shown in blue) that replaces the first 41 aa residues of NBCe1-A (shown in red). NBCe1-C is identical to NBCe1-B except that the last 46 aa residues of the Ct sequence in NBCe1-B (shown in yellow) are replaced by a different 61 aa sequence (shown in grey) as a consequence of alternative splicing. (**C**) An illustration of the expression pattern of NBCe1 protein isoforms. The figure was created using BioRender.com.

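In the mouse, GENCODE M21 (GRCm38) annotates 8 transcripts of *Slc4a4* on the forward strand of chromosome 5, of which 7 are protein-coding. Their coding sequences were translated and compared. The transcript that encodes 1079 aa, the length of NBCe1-B in Figure 1B, has 26 exons and a 5′ untranslated region of 508 nucleotides. Its first exon (88886818 to 88887324) is untranslated, and its coding sequence opens in exon 2 (88934749 to 88934822). The transcript that encodes 1035 aa, the length of NBCe1-A, opens with an exon (89027966 to 89028428) that lies 141.1 kb downstream of the first exon of the NBCe1-B transcript and holds its start codon at 89028172. From the amino terminus, 85 aa of the NBCe1-B product and 41 aa of the NBCe1-A product are their own, and the remaining 994 aa are shared to the last residue. The transcript that encodes 1094 aa, the length of NBCe1-C, starts at 88887299. Its product shares its first 1033 aa with that of the NBCe1-B transcript and ends in 61 aa of its own in place of the last 46 aa. In the RNAseq of KO_b/c_ and WT hearts, the deposited counts are given per gene, so reads from the upstream and the downstream start are summed.

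**Figure D3:**
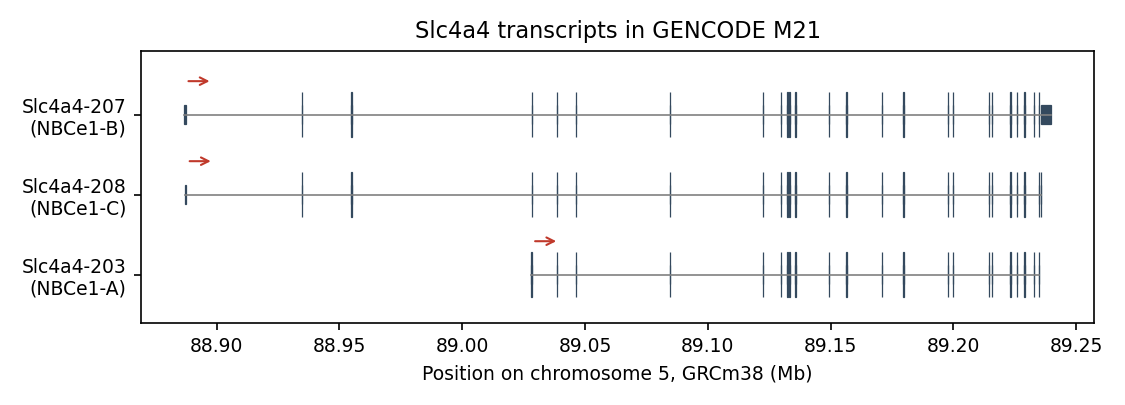
Exons of the *Slc4a4* transcripts of GENCODE M21 that encode proteins of the lengths of NBCe1-B, NBCe1-C and NBCe1-A (y-axis), against position on chromosome 5 of GRCm38 in Mb (x-axis). Tall boxes are coding sequence, low boxes are untranslated, and the arrows mark each transcript's start and direction; the NBCe1-A transcript starts 141.1 kb downstream of the NBCe1-B transcript.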

**Figure 2:**
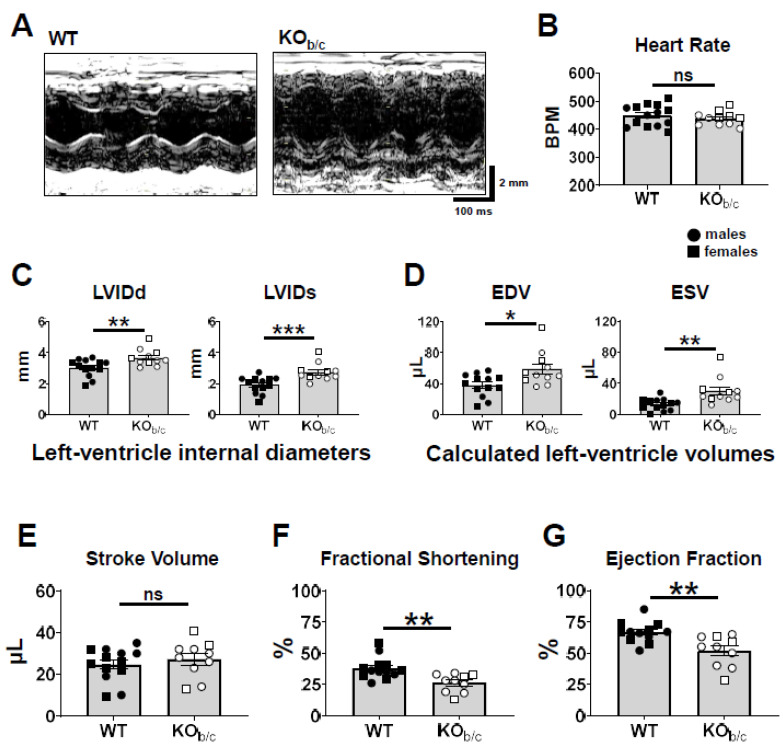
Echocardiography demonstrates impaired left ventricular function in KO_b/c_ mice. (**A**) Representative cross-sectional M-mode images of the left ventricle of WT and KO_b/c_ mice between 4–5 weeks of age. (**B**) Heart rates were titrated to between ~400–500 BPM via isoflurane anesthesia. (**C**) KO_b/c_ mice were found to have significantly greater left ventricle internal diameters during diastole (LVIDd) and systole (LVIDs). (**D**) KO_b/c_ mice also had significantly greater end-diastolic volume (EDV) and end-systolic volume (ESV) than WT mice as calculated from LVID measurements. (**E**) There was no significant difference in stroke volume between WT and KO_b/c_ mice. (**F**) The fractional shortening of KO_b/c_ mice was significantly less than that of WT mice. (**G**) The ejection fraction of KO_b/c_ mice was significantly less than that of WT mice. Data presented as mean ± SEM, n = 11–14 per group. Outliers were defined a priori as any point >2 standard deviations from the mean and were excluded from analysis. WT outliers (*n*) were excluded from LVIDd (1), LVIDs (1), EDV (1), ESV (1), SV (1), FS (1), and EF (2) data sets. KO_b/c_ outliers (*n*) were excluded from heart rate (1), LVIDd (1), LVIDs (1), EDV (1), ESV (1), SV (2), FS (2), and EF (2) data sets. A significant difference between WT and KO_b/c_ groups is indicated in the figure by * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 calculated using Student’s unpaired 2-tailed *T*-test; ns (non-significant).

**Figure 3:**
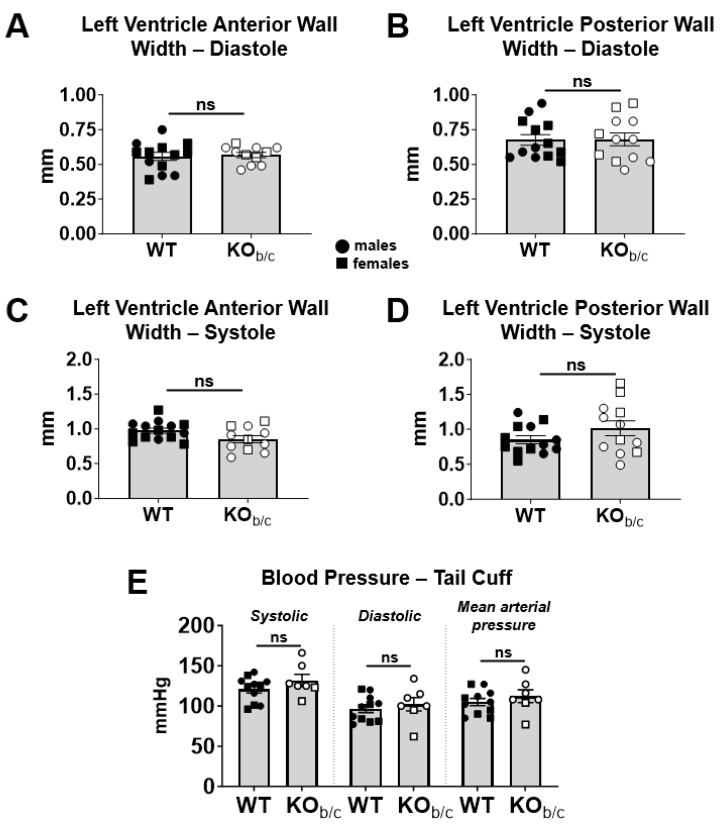
Impaired left ventricular function in KO_b/c_ mice is not attributable to differences in left ventricle wall thickness or systemic vascular resistance. During diastole there was no significant difference between the width of the WT and KO_b/c_ left ventricle anterior (**A**) or posterior (**B**) wall. Similarly, during systole, there was no significant difference between the width of the WT and KO_b/c_ left ventricle anterior (**C**) or posterior (**D**) wall. (**E**) There was no significant difference in systolic, diastolic, or mean arterial pressures of awake WT and KO_b/c_. Data presented as mean ± SEM, n = 11–14 per group (panels **A**–**D**) or 7–11 per group (panel **E**). Outliers were defined a priori as any point >2 standard deviations from the mean and were excluded from analysis. WT outliers (*n*) were excluded from LVAWd (1), LVPWd (1), and LVPWs (1) data sets. KO_b/c_ outliers (*n*) were excluded from LVAWd (1) and LVAWs (1) data sets. Statistical significance calculated using Student’s unpaired 2-tailed *T*-test; ns (non-significant).

**Figure 4:**
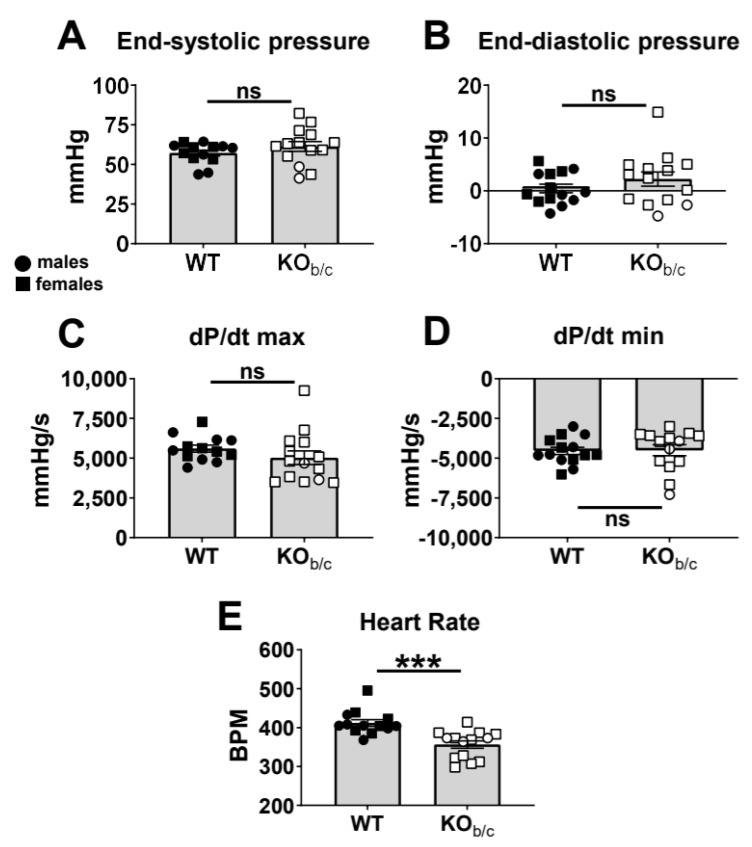
Left intraventricular pressure–volume (PV) assessment reveals no significant difference between WT and KO_b/c_ mice in load-dependent measures of contractility or relaxation. There was no significant difference between WT and KO_b/c_ left ventricular end-systolic pressure (**A**) or end-diastolic pressure (**B**). There was no significant difference between WT and KO_b/c_ mice in their left ventricular maximum rate of pressure change (dP/dt max, representing load-dependent contractility) (**C**) or in their minimum rate of pressure change (dP/dt min, representing load-dependent relaxation) (**D**). Heart rates were titrated to between ~300–500 BPM via isoflurane anesthesia (**E**). Data presented as mean ± SEM, n = 13–14 per group. Outliers were defined a priori as any point >2 standard deviations from the mean and were excluded from analysis. WT outliers (*n*) were excluded from end-systolic pressure (1), dP/dt max (1), and heart rate (1) data sets. KO_b/c_ outliers (*n*) were excluded from end-systolic pressure (1), end-diastolic pressure (1), dP/dt max (1), dP/dt min (1), and heart rate (1) data sets. A significant difference between WT and KO_b/c_ groups is indicated in the figure by *** *p* < 0.001 calculated using Student’s unpaired 2-tailed *T*-test; ns (non-significant).

**Figure 5:**
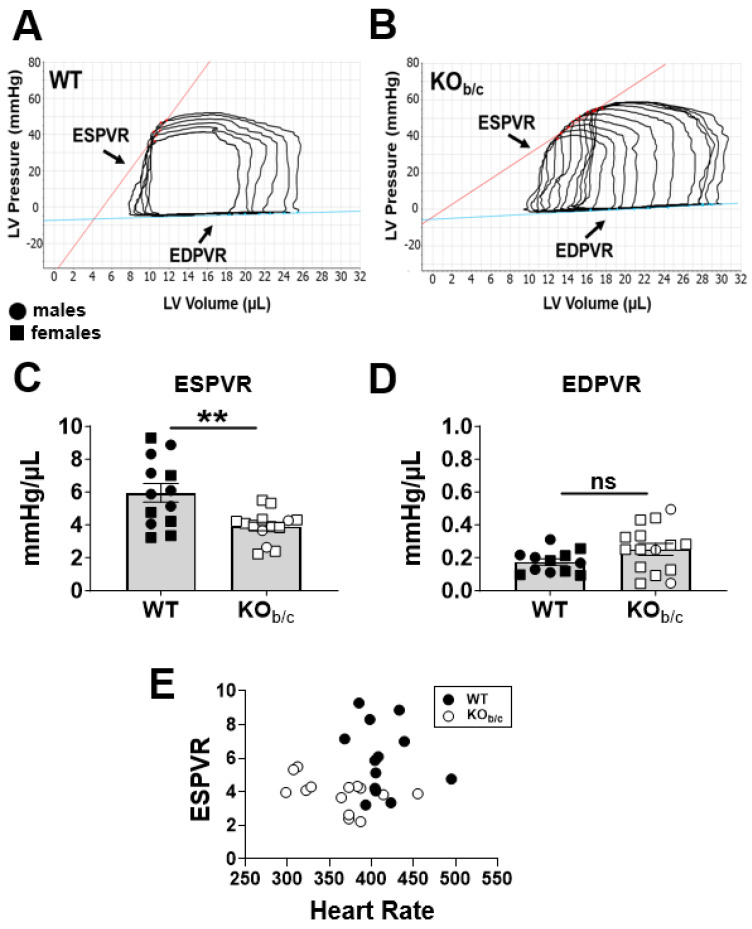
Left intraventricular pressure–volume (PV) assessment during IVC occlusion reveals diminished load-independent contractility in KO_b/c_ mice. Representative PV loops obtained in WT (**A**) and KO_b/c_ (**B**) mice during IVC occlusion used as a preload reduction maneuver to assess load-independent contractility (slope of the end-systolic pressure volume relationship [ESPVR]) and relaxation (slope of the end-diastolic pressure volume relationship [EDPVR]). (**C**) The slope of the ESPVR was significantly reduced in KO_b/c_ mice. (**D**) The slope of the EDPVR was not significantly different between WT and KO_b/c_ mice. (**E**) Plotting ESPVR against heart rate for individual mice illustrates that ESPVR is independent of heart rate, supporting that although KO_b/c_ mice have a slower heart rate than WT during this experiment, this does not account for the observed reduction in their ESPVR. Data presented as mean ± SEM, n = 12–15 per group. Outliers were defined a priori as any point >2 standard deviations from the mean and were excluded from analysis. A single WT outlier was excluded from the EDPVR data set. A single KO_b/c_ outlier was excluded from the ESPVR data set. A significant difference between WT and KO_b/c_ groups is indicated in the figure by ** *p* < 0.01 calculated using Student’s unpaired 2-tailed *T*-test; ns (non-significant).

**Figure 6:**
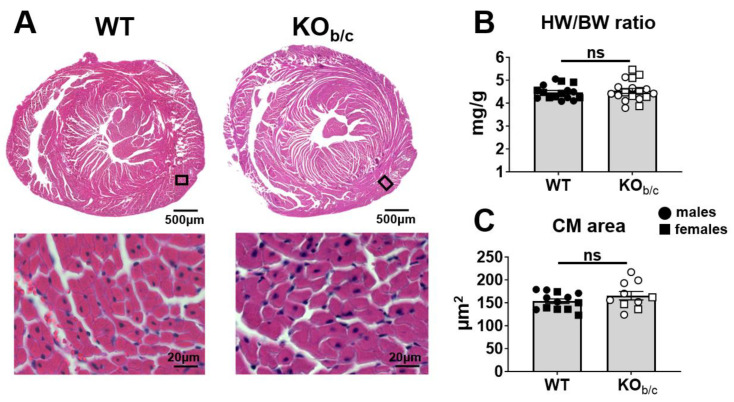
Absence of cardiac hypertrophy in KO_b/c_ hearts. (**A**) Representative low-magnification tiled images, with higher magnified regions of interest (black boxes in low-magnification images), taken of WT and KO_b/c_ heart sections stained with H&E. (**B**) The HW/BW ratio, an index of heart size, was not significantly different between WT and KO_b/c_ mice. (**C**) There was also no significant difference in cross-sectional area between genotypes. Data presented as mean ± SEM, n = 16–18 per group (panel **B**) or 13–10 per group (panel **C**). Outliers were defined a priori as any point >2 standard deviations from the mean and were excluded from analysis. A single WT outlier was excluded from the HW/BW ratio data set. A single KO_b/c_ outlier was excluded from the HW/BW ratio data set. For panel (**B**), the statistical significance was calculated using Student’s unpaired 2-tailed *T*-test. For panel (**C**), the cross-sectional area of 25–29 cardiomyocytes was measured across 5 images taken around the left ventricle and averaged for each individual mouse, with the statistical significance calculated using hierarchal statistical analysis (nested *T*-test). ns (non-significant).

**Figure 7:**
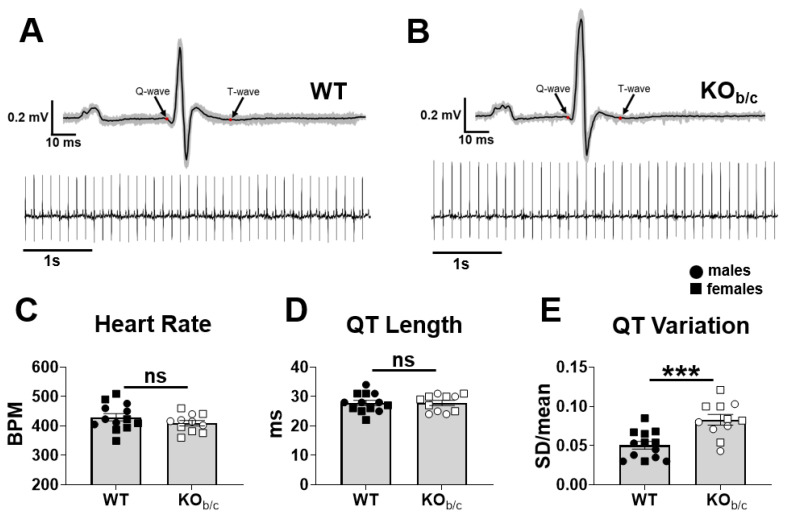
Increased QT length variation in KO_b/c_ mice. Representative average ECG cycles of WT (**A**) and KO_b/c_ (**B**) mice were created from 5 s segments of Lead-I recordings. The black line represents the average trace, with underlying grey lines representing each individual cycle. This method was applied to 30 s Lead-I recordings of WT and KO_b/c_ mice from which QT length and QT length variation were assessed. QT length variation was calculated as the coefficient of variation (SD/mean) across 5 s intervals from a continuous 30 s ECG trace (i.e., 6 × 5 s intervals). (**C**) Heart rates were titrated to between ~350–500 BPM via isoflurane anesthesia. (**D**) There was no significant difference between the length of the QT interval in WT and KO_b/c_ mice. (**E**) The QT length variation in KO_b/c_ was significantly greater than in WT mice. Data presented as mean ± SEM, n = 11–13 per group. A significant difference between WT and KO_b/c_ groups is indicated in the figure by *** *p* < 0.001 calculated using Student’s unpaired 2-tailed *T*-test; ns (non-significant).

**Figure 8:**
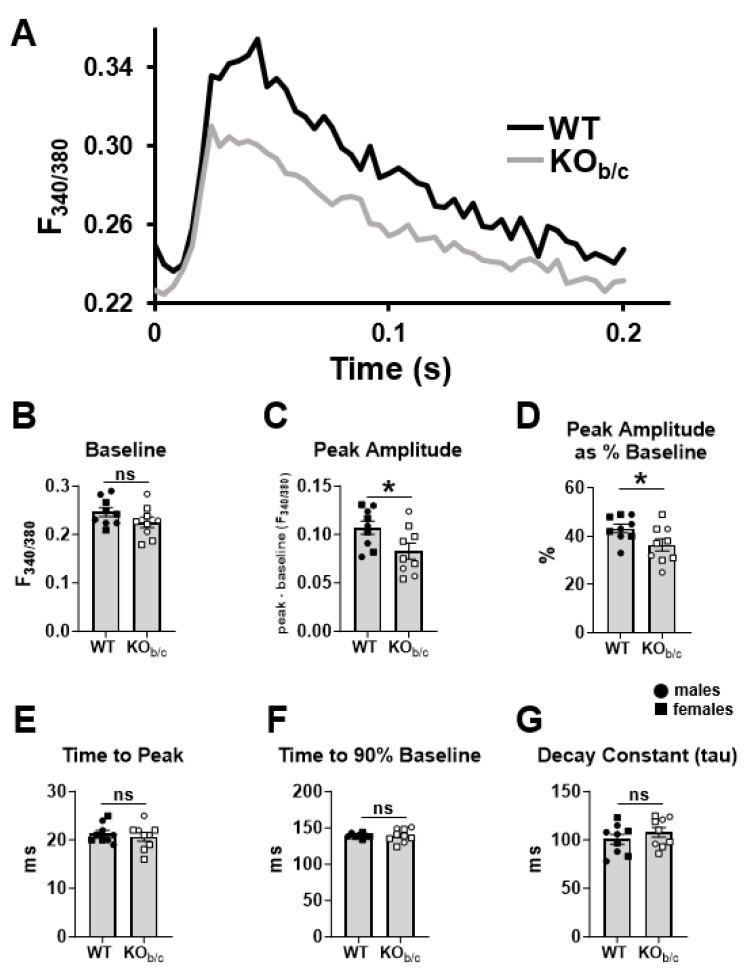
KO_b/c_ cardiomyocytes have reduced Ca^2+^-transient amplitude. (**A**) Representative Ca^2+^ transients recorded in individual cardiomyocytes isolated from WT and KO_b/c_ mice loaded with the intracellular Ca^2+^ indicator Fura-2 AM. Traces represent the average of ~100 consecutive transients recorded in a single cardiomyocyte while paced at 5 Hz. (**B**) There was no significant difference between WT and KO_b/c_ ‘baseline’ F_340/380_ ratio. (**C**) The ‘peak amplitude’ was significantly decreased in KO_b/c_ cardiomyocytes. (**D**) The ‘peak amplitude as % baseline’ (describing the % change from baseline of the Ca^2+^ transient) was also significantly decreased in KO_b/c_ cardiomyocytes. (**E**) There was no significant difference between WT and KO_b/c_ in ‘time to peak’. (**F**) There was no significant difference between WT and KO_b/c_ in ‘time to 90% baseline’. (**G**) There was no significant difference between WT and KO_b/c_ the Ca^2+^ exponential ‘decay constant (tau)’. Data presented as mean ± SEM, n = 8–9 per group with each point representing the mean of 9–12 cells. Outliers were defined a priori as any point >2 standard deviations from the mean and were excluded from analysis. A single WT outlier was excluded from the ‘time to 90% baseline’ data set. A significant difference between WT and KO_b/c_ groups is indicated in the figure by * *p* < 0.05 calculated using hierarchal statistical analysis (nested *T*-test); ns (non-significant).

## Data Availability

The original contributions presented in this study are included in this article, further inquiries can be directed to the corresponding authors.

How the deposited data were processed for this re-analysis (not part of the article)

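RNAseq of hearts from 3 female KO_b/c_ and 3 female WT mice between 4 and 5 weeks of age was analysed from the authors' deposited table. The deposited values are a normalized signal per gene, namely read counts that the authors divided by a size factor for each library, for 16018 genes in 6 libraries. They are not scaled to gene length. The paper's text gives no methods for the RNAseq. The sample labels name a column kit for total RNA and paired reads on an Illumina HiSeq, and no aligner, genome build, annotation, counting rule or normalizing tool. Genotype and replicate number were taken from the sample labels, and each column of the table was matched to its library by the animal's name in those labels. No column was left unmatched.

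The value of 1 read in each library was found from the spacing of the lowest values and refined over all genes. Divided by it, 100% of the values in each library came out whole. The recovered reads on genes ranged from 42619258 to 49100802 in KO_b/c_ and from 41364857 to 42037397 in WT libraries. At this depth, a gene at the lowest listed mean had 10.17 reads per library, and only 11 of 96108 values were 0. Counting error alone is 4.03% of the count for *Slc4a4* and 0.296% for *Gapdh*. No pair of libraries held the same values: between 0.89% and 1.4% of genes had identical read counts in any pair. Gene symbols were matched for 15980 identifiers and positions for 15985 from GENCODE M21 (GRCm38). That annotation was chosen here, since the one used for the counts is not stated. Transcript length and GC content are those of the longest annotated transcript and were known for 99.8% of the genes. *Xist*, which female tissues express, was listed between 6236 and 9169 normalized counts in the 6 libraries, which are labelled as female.

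Genotypes were compared with limma 3.58.1 (R 4.3.3) on log2(normalized count + 1), with a variance trend, over the 16016 genes with a mean of at least 10, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The genes named are the targeted gene, the genes the paper names, the 5 largest rises and 5 largest falls among genes past the threshold whose groups did not overlap, and members of the predefined gene sets past the threshold. No gene met the last 2 conditions. Another gene that meets this rule is not reported here. *Nppb*, *Doc2g* and *Scn4a* were chosen after their values were seen. Predefined gene sets, 17 in number, were tested with camera of limma with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the sets. The set of ribosomal protein genes was added after the data had been seen. Single genes were also compared with exact two-sided permutation tests.

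The design, the named genes, the gene sets and the alternatives were fixed before the data were examined, except where a choice is described as made after seeing the data. The alternatives were pseudocounts of 0.5 and 5, no filter and a mean of at least 50, rescaling to the same total, quantile normalization, no variance trend, sample quality weights, the replicate number as a block, each library left out in turn, and the count tests of edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads. The design left the independent filtering of DESeq2 open; its default is given as the planned setting, and the other settings were added after their counts had been seen. A correction for length and GC content was added as well. It fits each library's deviation from the gene mean with splines of 5 degrees of freedom in log2 transcript length and GC content and subtracts the fit. The pairing by replicate number comes from the sample labels, which give numbers 1, 2 and 3 in both groups; the mice are different animals.

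The procedures were tested on simulated counts with the means, dispersion trend and depths of these libraries, in which 200 of 16016 genes were changed. limma recovered 90% of them with 7 false calls, edgeR 90.5% with 9 and DESeq2 88% with 15. Each simulated change had an absolute log2 fold change of at least 1. The genes called by DESeq2 in the data had a median absolute log2 fold change of 0.35. The recovery therefore does not show the power of any test for changes of that size. With no gene changed, each made 0 calls. With a length trend added to the simulated counts, limma made 2742 false calls, and 13 after the correction. That trend was stronger than the one in the data, with a rho of 0.75 against 0.45. It was drawn from the same transcript lengths that the correction fits, so its removal could be foreseen. The simulation thus checks that the correction runs, and cannot show how well it works on the data.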

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

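The length and GC correction was chosen after the dependence on transcript length had been seen. So were the tests of lymphocyte marker genes, of a mixed sample, of a traded label, the comparisons over all 10 splits of the libraries, and all tests of ribosomal protein genes. Each comparison is of libraries as labelled, and 1 of the libraries labelled KO_b/c_ has *Slc4a4* at the level of WT hearts.

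*Slc4a4* was counted at 944.8 in the library labelled KO_b/c_ replicate 2, above each WT library, a value the paper does not report. A mixture of KO_b/c_ and WT RNA would place it between the groups, but it was 1.24 times the WT mean. The WT libraries themselves ran from 675.1 to 822.2, so this 1 value does not exclude a mixture that is mostly WT RNA. A mislabelled sample would be expected to resemble WT hearts in other genes. On the 500 genes that best separated the other 5 libraries, with *Slc4a4* left out, the library lay at 0.41 on a scale from 0 at the WT mean to 1 at the KO_b/c_ mean. By the same measure, KO_b/c_ replicate 3 lay at 0.36 and WT replicate 2 at 0.65, so the scale does not sort the remaining libraries by genotype either. Corrected for length and GC content, the library lay at 0.17, beside WT replicate 1 at 0.16 and lowest of the libraries labelled KO_b/c_. KO_b/c_ replicate 3 was then at 0.35 and WT replicate 2 at 0.73, so these were again out of order. The library thus lay nearer to WT hearts by both measures. The 3 splits that trade it with a WT library gave 433 to 638 genes at an unadjusted p-value and at most 15 by DESeq2, against 3764 and 1587 as labelled. The numbers as labelled also carry the trend with transcript length. Corrected for length and GC content, these splits gave 550 to 761 genes at an unadjusted p-value and at most 25 by DESeq2, against 2312 and 345 as labelled. Another technical difference that follows the labels would lower the numbers of a trade as well, so these numbers do not settle whether the label was traded. A trade would also leave a KO_b/c_ heart under a WT label. *Slc4a4* was at 675.1, 822.2 and 788.8 in WT replicates 1, 2 and 3, against 264 and 268.7 in KO_b/c_ replicates 1 and 3. No WT library was at the level of these KO_b/c_ libraries, which argues against a trade with a WT library. Leaving the library out gave 1195 genes by DESeq2, fewer than with it, though with fewer libraries. That a further WT heart carries this label cannot be ruled in or out. The deposited counts do not show which promoter the reads came from, so a mutant transcript that is still made cannot be told from an intact one. No biological explanation was tested.

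Of the 17 predefined gene sets, 10 passed an adjusted p-value of 0.05 by camera. The other splits of the 6 libraries that part each same-numbered pair gave 8, 8 and 4 sets, so that 1 of the 4 splits, the real one, gave as many as 10. The remaining splits keep at least 1 same-numbered pair together, and 1 of them also gave 10. Passing sets are thus common among these libraries whichever way they are divided, and chance remains an explanation for each set. The median log2 fold change was as large in size in 1 of the 4 splits, the real one, for every passing set but cell cycle and brown fat, each of which reached 2 of the 4. Over all 10 splits, it was as large in 6 for brown fat, 4 for the interferon response, 3 for the glucocorticoid response, 2 for fasting and fatty acid oxidation and 2 for cell cycle. For the other passing sets it was as large in 1 of the 10, the real one, which is the smallest share that 3 libraries against 3 allow.

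Of the 17 predefined sets, the one with the lowest adjusted p-value was cell cycle, with a median log2 fold change of -0.90 (adjusted p = 1.53e-07) and 33 of 35 genes lower. The median deviation of these genes from their mean was -0.74, -0.25 and -0.31 in the libraries labelled KO_b/c_ and 1.39, -0.24 and 0.32 in WT replicates 1, 2 and 3, so WT replicate 2 lay next to the KO_b/c_ libraries. With each library left out in turn, the median log2 fold change lay between -1.28 and -0.48. After the length and GC correction, the adjusted p-value was 1.25e-10, within 9.46e-16 to 0.00086 over all alternatives. Marker genes of thymus and lymphocytes did not pass (adjusted p = 0.502), with 9 of 11 lower. Without WT replicate 1, 10 of 11 were lower (adjusted p = 0.0591), and without WT replicate 2, 9 of 11 were higher. The test alone thus does not exclude lymphoid tissue on the dissected hearts. In WT replicate 1, where the cell cycle genes were highest, the markers were at -0.42, below the other WT libraries. This goes against lymphoid tissue for that library. The mice were between 4 and 5 weeks old, and a small difference in age or growth within that week may move such genes; ages of single mice were not analysed here, and the chance of the grouping remains with 2 of the 4 splits, and 2 of all 10.

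Ion channel genes were higher (median log2 fold change 0.23, 17 of 21 genes), as were genes of the sarcoplasmic reticulum and calcium handling (0.125, 20 of 26 genes). Each set was higher in all 3 libraries labelled KO_b/c_ than in all WT libraries. After the length and GC correction, the adjusted p-values were 0.00296 and 0.0435. Over all alternatives they lay between 0.000218 and 0.022 for ion channels and between 0.00219 and 0.0633 for calcium handling. With adjustment over each list alone, 11 of the ion channel genes and 10 of the calcium handling genes passed 0.05 by limma, against 0 over all genes tested. With the length and GC correction, these numbers were 9 and 0, and without the variance trend 0 and 0. They were 2 and 0 without WT replicate 1, and 8 and 0 without WT replicate 3. With each of the other libraries left out in turn, they lay between 9 and 12 and between 5 and 9. Genes of this kind have long transcripts, with a median of 4685 nucleotides for the ion channels against 3188 for all tested genes. The real split had the largest median of all 10, with 0.23 against at most 0.173 for ion channels and 0.125 against at most 0.087 for calcium handling. An effect of genotype may raise them, but splits of 3 libraries against 3 cannot exclude chance whatever they give.

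Genes of fasting and fatty acid oxidation (median log2 fold change 0.286, 20 of 21 genes) and of the glucocorticoid response (0.341, 20 of 21 genes) were higher, and interferon response genes were lower (-0.341, 20 of 21 genes). In each of the first 2 sets, 2 of the 3 libraries labelled KO_b/c_ lay above all WT libraries, and for interferon 1 lay below them. The adjusted p-values after the length and GC correction were 8.82e-05, 0.000131 and 0.00019, and over all alternatives they reached 0.0291, 0.0296 and 0.138 at most. With each library left out in turn, the medians ran from 0.167 to 0.36, from 0.0858 to 0.556 and from -0.54 to -0.0999. The glucocorticoid median was lowest without KO_b/c_ replicate 1, where 14 of 21 genes were higher. A difference in feeding state or stress hormones may apply, but neither was tested. Other splits reached medians of 0.303, 0.401 and 0.539 in size, in the same order, so the patterns cannot be told apart from chance.

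For 4 sets, the signal no longer passed once transcript length and GC content had been corrected. These were oxidative phosphorylation (median log2 fold change -0.15, adjusted p = 0.633 after the correction), collagens and extracellular matrix (0.133, adjusted p = 0.44), brown fat markers (-0.492, adjusted p = 0.0982) and acid-base and sodium transporters (0.171, adjusted p = 0.0978). The median became -0.011 for oxidative phosphorylation and 0.050 for the collagens, for which length or GC bias is a candidate explanation. For the acid-base and sodium transporters it moved only to 0.162, with 19 of 24 genes higher in place of 16, and for brown fat to -0.394, so length and GC content as modelled account for less of these medians than remained. The brown fat markers passed with the correction and the replicate block together (adjusted p = 0.0388). Over all alternatives, the adjusted p-values of the 4 sets, in the order first given, ran from 4.96e-05 to 0.705, from 0.00219 to 0.59, from 0.00228 to 0.91 and from 0.0296 to 0.163. The brown fat markers rest on KO_b/c_ replicate 1, in which they were lowest, and RNA of fat on the dissected hearts may differ between libraries; their adjusted p-value of 0.0393 was the lowest among marker sets.

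The 81 ribosomal protein genes were lower (median log2 fold change -0.35, adjusted p = 3.07e-29), 80 of them in the same direction, and lower in all 3 libraries labelled KO_b/c_ than in all WT libraries. They have short transcripts, with a median of 1059 nucleotides. After the length and GC correction, the adjusted p-value was 1.23e-22 with a median of -0.20, so length and GC content as modelled do not account for all of it. The real split had the largest median of the 4, that is 1 of 4, and of all 10 (0.202 in size at most in the others), which cannot exclude chance.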

How the results depend on the processing

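The number of genes past an adjusted p-value of 0.05 was 0 with limma under each change of pseudocount, filter, scaling, variance trend and sample weights, with 3212 to 3853 genes at an unadjusted p-value under 0.05, and 0 with edgeR. Removing the filter adds only 2 genes and could move little. Across the 6 fits that each left out a library, limma gave from 0 to 3 genes, 0 higher and from 0 to 3 lower. The 3 were *Nppb*, *Slc4a4* and *Doc2g*, without the library labelled KO_b/c_ replicate 2. At an unadjusted p-value, 3764 genes passed (2083 higher, 1681 lower). Rescaling to the same total moved the share of higher genes among those at an unadjusted p-value from 55.3% to 33.1%. DESeq2 gave 1587 genes (985 higher, 602 lower). With settings added after seeing the data, it gave 1633 (1022 and 611) with independent filtering set for 0.05, 1405 (858 and 547) without independent filtering or outlier removal, and 345 (177 and 168) with the length and GC correction. The cause of the difference between DESeq2 and the other tests was not tested.

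The number called by DESeq2 ran from 427 to 1490 across the 6 fits that each left out a library. It was 19 (2 higher, 17 lower) at an absolute log2 fold change of at least 1, or 6 with independent filtering set for 0.05 and 61 without independent filtering or outlier removal. Of the 1587 genes, 280 were among the 345 of the corrected fit.

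The log2 fold change of *Slc4a4* stayed negative, from -1.51 to -0.59 with a library left out, and passed the threshold in the fit without the library labelled KO_b/c_ replicate 2 (adjusted p = 0.0121, against 0.0121 to 0.629 over all alternatives). *Gapdh* lay between -0.13 and 0.020 and the brown fat markers between -1.30 and 0.18 with a library left out. Each changed sign in 1 of the 6 fits: *Gapdh* without the library labelled KO_b/c_ replicate 2, in which its count of 102271 was the lowest, and the brown fat markers without KO_b/c_ replicate 1, in which their median deviation of -2.43 was the lowest. The number of predefined gene sets past the threshold was 10, and 6 with an inter-gene correlation of 0.05 and 6 with the length and GC correction. Under the other alternatives it was between 7 and 13.

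With the replicate number as a block, limma gave 0 genes (3924 at an unadjusted p-value under 0.05) and 13 gene sets, and DESeq2 gave 1113 genes. With the block and the length and GC correction together, limma gave 0 genes (2837 unadjusted), 7 gene sets and DESeq2 414 genes. Same-numbered libraries come from different mice. The correlations of their deviations from the group means were 0.23, 0.07 and -0.03, with a mean of 0.09.

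Of 385 comparisons of the other results (single genes, gene sets and ratios) with an alternative, 334 kept their direction and their side of the threshold, or moved by less than the spread between replicates, 27 were weaker, 22 were stronger and 2 were reversed. Some of the 385 could not change. The test of gene sets does not use the variance trend, and the ratios of *Slc4a7* depend on neither that trend nor the filter.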

Differences from the paper's values

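The paper's number of genes differentially expressed between WT and KO_b/c_ hearts is ~1500, and limma on the deposited values gave 0, with 3764 at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, DESeq2 on the recovered reads gave 1587 genes, within 1.5 times the paper's number. The other alternatives set before the data were examined did not come within that: they gave between 0 and 3 genes past an adjusted p-value, and 3764 at an unadjusted one. Settings of DESeq2 chosen after seeing the values gave 1633 genes with independent filtering set for 0.05 and 1405 without independent filtering or outlier removal, also within 1.5 times of the paper's 1500. So did DESeq2 without KO_b/c_ replicate 2 (1195), KO_b/c_ replicate 3 (1490), WT replicate 2 (1419) or WT replicate 3 (1118), with a mean of at least 50 (1734), with the replicate block (1113) and with libraries thinned to the smallest (1570), all chosen after seeing the values. Other settings of DESeq2, also chosen after seeing the values, did not: it gave 776 genes without KO_b/c_ replicate 1, 427 without WT replicate 1, 345 with the length and GC correction, 414 with the correction and the replicate block, and 19 at an absolute log2 fold change of at least 1.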

Other observations

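Chosen after the data had been seen were the tests by DESeq2 of splits, thinning and the length and GC correction, the splits at an unadjusted p-value and over all 10 splits, the tests of transcript length other than its correlation with the log2 fold change, all tests of *Polr2a*, *Nppb* and *Scn4a* after the correction, and the ratios to *Polr2a*.

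The number of differentially expressed genes was weighed against technical explanations. By limma, all 4 of the 4 splits that part each same-numbered pair gave as many genes past the adjusted threshold, since the number was 0, so this comparison cannot speak for or against the grouping. At an unadjusted p-value, the real split, 1 of the 4, gave the most genes, with 3764 against 104 to 451 in the others, and by DESeq2 it was again 1 of the 4, with 1587 against 0 to 28. Over all 10 splits, the others gave at most 988 genes at an unadjusted p-value and at most 28 by DESeq2. With the length and GC correction, the real split gave 2312 and 345, and the other 9 at most 1148 and 31. A share of 1 in 4, or 1 in 10, cannot exclude chance. The KO_b/c_ libraries were deeper than the WT libraries, and log2 fold changes correlated with mean expression across genes with a rho of 0.18, which does not settle whether depth played a part. After all libraries were thinned to the smallest, DESeq2 still called 1519 of its 1587 genes, so depth alone does not account for them. Genes within 20 Mb of *Slc4a4*, where strain variants may be carried along with the targeted allele, held 40 of 178 genes at an unadjusted p-value under 0.05, or 22.5% against 23.5% elsewhere (Fisher's exact test, p = 0.79). The share of counts in the 10 highest genes ran from 24.34% to 26.98% in KO_b/c_ libraries and from 23.35% to 24.66% in WT libraries. The groups overlapped through KO_b/c_ replicate 3, while KO_b/c_ replicates 1 and 2 (26.98% and 24.76%) lay above each WT library. Of 7 clock genes, 0 passed the adjusted threshold by limma and 1 (*Nr1d1*) had an unadjusted p-value under 0.05. Since 0 of all genes passed, the first number does not settle whether the time of day of collection differed. By DESeq2, *Nr1d1* had an adjusted p-value of 0.00076. The predefined set of circadian clock genes did not pass by camera (adjusted p = 0.23). Among the alternatives, it passed only with the replicate block (0.0233) and without KO_b/c_ replicate 2 (0.0211). A difference in time of day is thus not excluded. Among the marker sets of other tissues, brown fat passed, with an adjusted p-value of 0.0393. Others passed under alternatives alone. Atrium passed with the replicate block (adjusted p = 0.00651), with the block and the length and GC correction (0.00859) and without WT replicate 1 (0.0149), lung with the block (0.0382), skeletal muscle without KO_b/c_ replicate 2 (0.00875) and erythroid cells without KO_b/c_ replicate 3 (0.000917). All 4 sets had negative medians in these fits, though only 2 of the 10 listed lung markers were among the genes tested. A difference in dissected tissue between libraries is thus not excluded.

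The log2 fold change rose with the length of the longest annotated transcript. The median was -0.18 in the fifth of genes with the shortest transcripts (up to 1736 nucleotides) and 0.18 in the fifth with the longest (from 5098 nucleotides), and rho was 0.45 across genes, a correlation in which genes are not independent replicates. Each KO_b/c_ library correlated positively with length relative to the mean of the 6 (0.17 to 0.35) and each WT library negatively (-0.34 to -0.24). Without ribosomal protein, mitochondrial ribosomal protein and respiratory chain genes, rho was still 0.45, so these short genes alone do not produce it. Of the 4 splits, 1, the real one, had a rho as large, and the others of all 10 reached 0.384 in size at most, which cannot exclude chance. After the length and GC correction, DESeq2 called 345 genes. A difference in RNA integrity or library preparation between the groups may produce such a trend, as may a true difference in long genes. The labels give no library batch, so neither was tested further, and the correction removes a true trend along with a technical one.

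*Polr2a*, a control gene of the paper's PCR, was higher in all 3 libraries labelled KO_b/c_ than in all WT libraries. Its log2 fold change of 0.63 became 0.46 after the length and GC correction, so more remained than was removed. If *Polr2a* differs between genotypes, transcripts normalized to it would be understated in KO_b/c_ hearts. Normalized to the mean of *Gapdh* and *Polr2a* as in the PCR, the RNAseq ratio of KO_b/c_ to WT was 1.06 for *Slc4a7* (exact two-sided permutation test, p = 0.4, n = 3 per group), where the paper's PCR value is 0.98. Scaled by size factors alone, the ratio was 1.3. To *Gapdh* alone it was 1.34, and to *Polr2a* alone 0.84 (each with an exact permutation p = 0.1, the smallest that 3 against 3 allow). After the length and GC correction, the ratio to the mean of both genes was 0.98. The log2 fold change of *Slc4a7* was then 0.19 (adjusted p = 0.46 from limma). These values thus do not show that *Polr2a* hid a rise of *Slc4a7* in the PCR. The mice of the PCR are not stated to be those of the RNAseq.

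*Nppb*, which encodes the natriuretic peptide BNP, was chosen after its values were seen. It was lower in all 3 libraries labelled KO_b/c_, at 1498 ± 731 normalized counts against 3935 ± 467 in WT (SD, n = 3 per group). Its log2 fold change was -1.49 (standard error 0.27, adjusted p = 0.0815 from limma with Benjamini-Hochberg adjustment, and 0.00276 to 0.275 over all alternatives). The predefined set of hypertrophy and fetal genes did not pass by camera (adjusted p = 0.347). Its median log2 fold change was 0.027, with 10 of 19 genes higher. *Scn4a*, a voltage-gated sodium channel gene also chosen after its values were seen, was at 2082 ± 324 in KO_b/c_ and 990 ± 157 in WT (SD, n = 3 per group), a log2 fold change of 1.07 (standard error 0.14, adjusted p = 0.0815 from limma; 1.29e-10 to 0.275 over all alternatives). With each library left out in turn, it stayed between 0.95 and 1.20. After the length and GC correction, the log2 fold changes by limma were -1.32 for *Nppb* and 0.92 for *Scn4a*, so more remained than was removed. The adjusted p-values by DESeq2 were then 0.0886 and 2.83e-08, against 0.0135 and 1.4e-10 before the correction. No other explanation was tested for either gene.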
